# Adverse Maternal Environments Perturb Hepatic DNA Methylome and Transcriptome Prior to the Adult-Onset Non-Alcoholic Fatty Liver Disease in Mouse Offspring

**DOI:** 10.3390/nu15092167

**Published:** 2023-04-30

**Authors:** Qi Fu, Warren A. Cheung, Amber V. Majnik, Xingrao Ke, Tomi Pastinen, Robert H. Lane

**Keywords:** NAFLD, methylation, DNA, epigenetics, liver, development, maternal, early life stress, diet, perinatal

## Abstract

Exposure to adverse early-life environments (AME) increases the incidence of developing adult-onset non-alcoholic fatty liver disease (NAFLD). DNA methylation has been postulated to link AME and late-onset diseases. This study aimed to investigate whether and to what extent the hepatic DNA methylome was perturbed prior to the development of NAFLD in offspring exposed to AME in mice. AME constituted maternal Western diet and late-gestational stress. Male offspring livers at birth (d0) and weaning (d21) were used for evaluating the DNA methylome and transcriptome using the reduced representation of bisulfite sequencing and RNA-seq, respectively. We found AME caused 5879 differentially methylated regions (DMRs) and zero differentially expressed genes (DEGs) at d0 and 2970 and 123, respectively, at d21. The majority of the DMRs were distal to gene transcription start sites and did not correlate with DEGs. The DEGs at d21 were significantly enriched in GO biological processes characteristic of liver metabolic functions. In conclusion, AME drove changes in the hepatic DNA methylome, which preceded perturbations in the hepatic metabolic transcriptome, which preceded the onset of NAFLD. We speculate that subtle impacts on dynamic enhancers lead to long-range regulatory changes that manifest over time as gene network alternations and increase the incidence of NAFLD later in life.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) is the most common liver disease in the United States and worldwide. Its prevalence is steadily increasing and occurs in ~30% of Americans [1]. The incidence of adult NAFLD increases following exposure to early-life adverse experiences, such as maternal Western-style diet and maternal life stress [2,3]. In animal studies, a priming effect of adverse early-life environments on the development of NAFLD later in life has been reported by multiple groups [2,4,5]. However, the mechanisms linking early-life adverse environments to adult-onset NAFLD remain elusive.

Epigenetics, such as DNA methylation, has been shown to link early life environment and long-term illness and has emerged as a prime candidate for mediating such long-term ‘programming’ effects [6,7,8,9,10]. DNA methylation is an epigenetic modification that is largely restricted to CpG dinucleotides and serves critical functions, such as transcriptional regulation. DNA methylation in promoter regions and gene bodies is negatively and positively correlated with gene transcription levels, respectively [11,12]. Similarly, active distal regulatory elements show hypomethylation, while most non-coding DNA is hypermethylated in somatic cells [13]. Importantly, DNA methylation is actively regulated during embryonic and early postnatal developmental periods [14,15], during which the major organ systems emerge and develop, thereby becoming vulnerable to environmental perturbations [16].

The perinatal period, especially the in utero period, is the developmental window when epigenetic status has the greatest plasticity and is hence most vulnerable to environmental insults [17]. Animal model studies have demonstrated perturbed hepatic DNA methylation during this period, mainly at gene-specific levels [18,19]. However, it remains unclear if an adverse early-life environment causes genome-wide DNA methylome changes in the perinatal liver. In terms of adult-onset NAFLD, DNA methylation/methylome perturbation has been reported at the time of adult-onset NAFLD caused by the adverse early-life environment [2,5,20,21]. However, the timing of epigenetic changes may be critical in mediating long-term liver injury, and the timing or sequence of events is currently unknown. We subsequently hypothesized that an adverse early-life environment would perturb the hepatic DNA methylome prior to adult-onset NAFLD. We further hypothesized that DNA methylome changes would coincide with perturbations of the hepatic transcriptome.

To test these hypotheses, we used a previously established mouse model of adult-onset NAFLD that evolves from an adverse early-life environment [2]. In this model, the adverse early-life environment (AME) featured a maternal Western diet from five weeks prior to pregnancy through lactation and maternal chronic moderate life stress during the last week of pregnancy. In this model, a significantly higher number of male offspring exposed to AME developed mild but significant hepatic steatosis in adulthood, even though they were on a low-fat control diet for their entire postweaning lives. The DNA methylome was studied using reduced representation bisulfite sequencing (RRBS) at single-base resolution, and the transcriptome was studied using RNA-Seq at birth (the endpoint of the in utero environment) and at weaning (the early postnatal period).

## 2. Materials and Methods

### 2.1. Animals

All animal procedures conformed to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Medical College of Wisconsin Institutional Animal Care and Use Committee (Protocol No. 00003557). This mouse model of AME has been previously published by our group [2,22]. Briefly, female C57BL/6J mice were maintained with standard light cycles at a constant temperature of 23 °C, with food and water available ad libitum. The mice were randomly allocated to either an experimental Western-style diet (WD) or a control diet (CD) (n = 5/group) [2]. The WD contained increased fat (40% compared with 10% in kcal), sucrose (29.1% compared with 0% in kcal), and cholesterol [0.15% compared with 0% (*wt/wt*)] compared with the CD (D14020502, Research Diets). The diets were provided for 5 weeks before the females were mated with males [males received Laboratory Rodent Diet (5L0D, LabDiet)] and were continued throughout pregnancy and lactation.

Dams fed by the WD also experienced a “stressed” environment during the last third of pregnancy. The combination of chronic WD and gestational stress is designated as AME [2,22]. Briefly, the stressed environment consisted of daily random environmental changes as well as a static change in the maternal environment consisting of one-third of the standard amount of bedding from embryonic day (E)13 to E19. The daily random environmental changes included altered light cycles on three nonconsecutive days, three repeat cage changes throughout the day on E15, and the short-term introduction of a novel object in the cage for a day. Control (Con) dams consumed CD and were not exposed to stress [2,22]. Day 0 (d0) offspring were harvested by C-section from pregnant females (n = 5/group) after 21 days of gestation. Body weights were recorded, and livers were quickly removed, weighed, flash frozen in liquid nitrogen, and stored at −80 °C. Tails were collected for sex determination. Another set of pregnant female mice (n = 5/group) from both the Con and AME groups were allowed to deliver naturally. On postnatal day 5, litters were randomly culled to six. The offspring stayed with their dam until d21. At d21 (n = 5 litters of each group), mice were anesthetized with isoflurane and killed by decapitation after 5 h of fasting. Body weights were recorded. Livers were harvested as above-mentioned. In this model, the male offspring developed significantly more hepatic steatosis than the control male offspring at 17 weeks of life, despite the consumption of CD for 14 weeks [2]. We used the livers of the male mice from both d0 and d21 for this current study.

#### 2.1.1. Sex Determination

PCR-based sex determination was based on the method published by McClive, P.J. et al. [23]. The d0 mouse tail was digested in 50 uL of complete digestion buffer [50 mM KCl, 10 mM Tris-HCl (pH 8.3), 0.1 mg/mL gelatin, 0.45% NP40, 0.45% Tween-20, 0.4 mg/mL proteinase K] for 15 min at 55 °C, followed by 10 min at 95 °C. A total of 1 ul was used for PCR using the forward primer 5′GATGATTTGAGTGGAAATGTGAGGTA and the reverse primer 5′CTTATGTTTATAGGCATGCACCATGTA. The PCR condition was 95 °C for 10 min, followed by 35 cycles of 95 °C for 15 s, 57 °C for 30 s, and 72 °C for 30 s. One 280 bp band on an agarose gel electrophoresis indicates a male sex; 1–3 bands around 685 bp indicate a female.

#### 2.1.2. Hepatic TG Quantification

The liver tissues from d21 male mice were ground in liquid nitrogen. One portion of the ground liver was weighed and used for TG isolation and quantification. TG isolation and quantification were performed using the Triglyceride Quantification Kit (MAK266, Sigma-Aldrich, St. Louis, MO, USA) following the manufacturer’s manual. The hepatic TG levels were expressed as mg/gram of liver tissue. 

### 2.2. Reduced Representation Bisulfite Sequencing (RRBS)

Ground livers were used for genomic DNA isolation using the DNeasy Blood & Tissue Kit (Qiagen, Hilden, Germany), including RNase treatment. DNA quantity and purity were estimated spectrophotometrically. RRBS (n = 5 for each age) was performed at the Genomic Sciences and Precision Medicine Center (GSPMC), Medical College of Wisconsin. RRBS libraries were prepared using 250 ng of genomic DNA, digested with Msp1 (New England Biolabs (NEB), Ipswich, MA, USA, R0106M), and purified using the QIAquick Nucleotide Removal Kit (Qiagen, 28004). End-repair A tailing was performed (NEB, M0212L), and TruSeq methylated-indexed adaptors (Illumina, San Diego, CA, USA, 15025064) were ligated with T4 DNA ligase (NEB, M0202L). Size selection was performed with AMPure XP beads (Beckman Coulter, Brea, CA, USA, A63882). Bisulfite conversion was performed using the EpiTect Plus Bisulfite Kit (Qiagen) as recommended by the manufacturer. Following bisulfite treatment, the DNA was purified as directed and amplified using Pfu Turbo Cx HotStart DNA Polymerase (Agilent Technologies, Santa Clara, CA, USA, 600414). Library quantification was performed using the Qubit dsDNA HS Assay Kit (Life Technologies, Carlsbad, CA, USA, Q32854) and the Bioanalyzer DNA 1000 Kit (Agilent Technologies, 5067-1504). The final libraries from RRBS were prepared for sequencing as per the manufacturer’s instructions in the Illumina cBot and HiSeq Paired-End Cluster Kit v3. Samples were sequenced at 51 bp paired-end reads using Illumina HiSeq 2000 with TruSeq SBS sequencing kit v3. Base calling was performed using Illumina’s RTA version 2.7.3.

### 2.3. RNA-Seq

Ground livers from d0 and d21 male (n = 5) mice were used for total RNA isolation by using a miRNeasy Mini Kit (Qiagen) following the manufacturer’s instructions, including an on-column DNase I treatment. RNA was quantified spectrophotometrically. The integrity of RNA was assessed with an Agilent 2100 bioanalyzer in conjunction with the RNA 6000 Nano Kit (Agilent), and a RNA integrity number greater than or equal to nine was used. RNA-Seq was performed at the GSPMC, Medical College of Wisconsin. RNA libraries were prepared by using 200 ng of total RNA according to the manufacturer’s instructions for the Illumina TruSeq RNA v2 kit (Illumina, San Diego, CA, USA), and sequencing was completed on the Illumina HiSeq-2000 with 101 bp paired-end reads. Base calling is performed using Illumina’s RTA version 2.5.2.

### 2.4. Real-Time Reverse Transcriptase (RT) -PCR

DEGs were validated using real-time RT-PCR. cDNA was synthesized using a high-capacity cDNA reverse transcription kit (4368814, Thermo Fisher Scientific, Waltham, MA, USA). Real-time RT-PCR was performed as described earlier [2]. Target primers and probes are shown in Supplementary Table S1. Hypoxanthine guanine phosphoribosyl transferase (Hprt) was used as the housekeeping gene [2]. PCR conditions and calculations of mRNA expression were performed as demonstrated previously [2].

### 2.5. Bioinformatics Analysis and Data Integration of RRBS with RNA-Seq

Differentially methylated cytosines (DMCs) were identified by analyzing genome annotations from ENCODE/GENCODE Version M11 (Ensembl 86) [24]. Then, the DMCs (*p* < 0.001; Δme 10%) were aligned against the database of mouse Encyclopedia of DNA Elements (mENCODE) to find the ones that overlapped with the cis-regulatory elements (cCREs) [25]. Briefly, the cCREs were categorized into (1) promoter-like elements (PLS), which were further divided into canonical promoter-like elements, which fall within 200bp of an annotated GENCODE transcription start site (TSS), and other histones (H)3 lysine (K)4 trimethylation (me)3 elements, which had features similar to the PLS but were not within 200bp of the TSS. (2) Enhancer-like elements (ELS), which were subdivided into proximal ELS (pELS) and distal ELS (dELS) defined by DNase hypersensitivity and high H3K27acetylation (ac) signals with their distances to TSS within or more than 2kb, respectively. (3) CCCTC-binding factor (CTCF)-only elements [25].

### 2.6. GO Term Analysis

We used the Genomic Regions Enrichment of Annotations Tool (GREAT) version 4.0.4 [26,27] for all DMR-related GO term analyses. DMRs were analyzed against mouse genome mm10 using 121,978 CpGs randomly generated from ~6 million CpG (2% of all measured) sites from the mouse genome as a background dataset. Region-gene association data were binned by orientation and distance to the single nearest gene TSS within 1 Mb into 0–5 kb, 5–50 kb, 50–500 kb, and >500 kb at both upstream and downstream of the TSSs.

### 2.7. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8 software (GraphPad Software). The validation of the mRNA expression was analyzed using a Mann–Whitney test. The level of significance was set at *p* < 0.05 for all statistical tests.

## 3. Results

### 3.1. AME Male Offspring Did Not Develop Hepatic Steatosis but Were Significantly Heavier Than the Age-Matched Controls at d21

AME did not impact body weight (BW) at d0. However, by d21, AME significantly increased the BW of the male offspring compared to that of the Con group (Supplementary Figure S1A).

Paralleling the BW changes, liver weights were significantly higher in d21 AME relative to d21 Con (0.456 ± 0.051 g in AME vs. 0.371 ± 0.048 g in Con, *p* < 0.05). However, the ratio of liver weight/BW (0.0431 ± 0.003 in AME vs. 0.0430 ± 0.003 in Con) remained identical between the two groups. 

At the age of d21, AME slightly, but not significantly, increased hepatic TG content compared to the Con in males (Supplementary Figure S1B). No significant histological changes were found in male livers at d21.

### 3.2. AME Perturbed the DNA Methylome at Both d0 and d21

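Reduced representation bisulfite sequencing (RRBS) reads the CpG-rich fragments of the genome that the enzyme MspI cuts out. Bisulfite converts unmethylated cytosines, so that each read counts a CpG as methylated or as unmethylated. Liver DNA of 20 offspring labelled male was read, 5 in each of 4 groups: offspring of control dams at d0 and d21 (Con-d0, Con-d21) and offspring of dams given a Western diet and late-gestational stress, the adverse maternal environment (AME-d0, AME-d21). The paper took the animals of each group from 5 litters. For every library, the authors deposited the counts of methylated and unmethylated reads and the percent methylation of each CpG of the mouse genome mm10 (GRCm38). The counts summed over CpGs were 28451406 to 45769589 per library in Con-d0 (median 33976161), 28983007 to 36802549 in AME-d0 (median 31765197), 29189314 to 37692136 in Con-d21 (median 33405342) and 23248139 to 35590513 in AME-d21 (median 28795847). The median CpG had 7 to 13 reads, and 831276 to 1211966 CpGs per library had at least 10 reads, where 1 read is worth at most 10 percentage points. CpGs with at least 10 reads in all 10 libraries of a comparison were tested with a quasi-binomial logistic model of the methylated and unmethylated counts, in which each animal is 1 replicate. A CpG was called a differentially methylated cytosine (DMC) at an unadjusted p under 0.001 and a difference (Δme) of at least 10 percentage points between the group means, the values the paper gives for its DMCs. Promoters, taken as 1 kb on either side of the transcription start site (TSS) with at least 3 such CpGs, were tested with limma on log2 ratios of methylated to unmethylated reads, each with 1 read added, and were called at a Benjamini-Hochberg adjusted p under 0.05. Neither the strand merging nor the removal of duplicate reads in the deposited counts is known, and duplicates would make the reads less independent than their number. AME-d21 replicate 4 had 1.38 reads on the X chromosome per 100 autosomal reads, against 0.796 to 0.844 in the other 4 AME-d21 libraries, and 14.4 reads on the Y short arm per 1000000 reads, against 168 to 192.

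**Figure D1:**
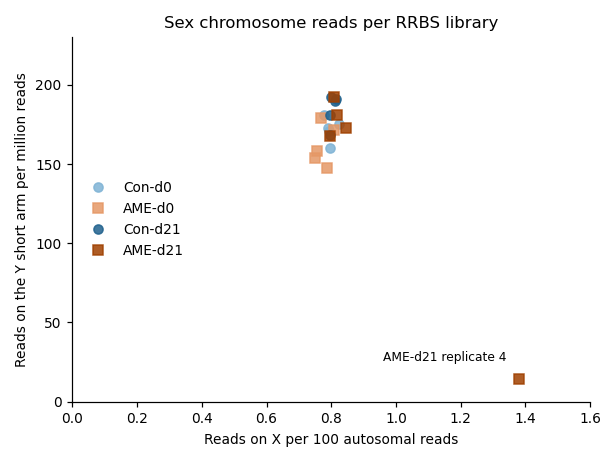
Reads on the X chromosome per 100 autosomal reads (horizontal axis) against reads on the short arm of the Y chromosome per 1000000 reads (vertical axis), 1 point per library and 1 colour per group. AME-d21 replicate 4 lies at 1.38 and 14.4, apart from the other libraries.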

RRBS was performed for liver methylomes in the four groups. 

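Liver libraries of the same age lay together and those of different ages apart in a principal component analysis of percent methylation in 219991 bins of 200 bp that had at least 10 reads in all 20 libraries. The first component held 53.8% of the variance and the second 4.50%. The mean score on the first component differed by 5829 between d0 and d21 (permutation test of the means, 10 libraries per age, two-sided p = 4e-05). The nearest libraries of different ages lay 4530 apart. Within AME-d0, replicates 1 and 3 had scores of -4347 and -3586 on the first component and of 2767 and 1614 on the second, away from the other d0 libraries. Con-d0 replicate 5 had a score of -1743 on the first component, against -2922 to -2701 in the other 4 Con-d0 libraries.

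**Figure D2:**
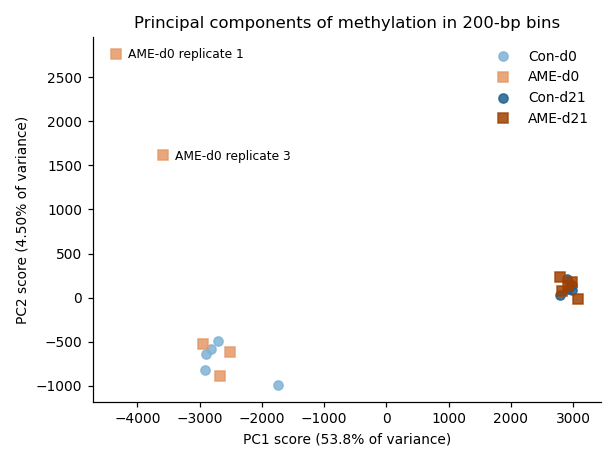
Scores of the 20 libraries on the first (horizontal axis) and second (vertical axis) principal components of methylation in 200-bp bins, coloured by group. The d0 and d21 libraries lie on opposite sides of the first component, and AME-d0 replicates 1 and 3 are labelled.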

Non-supervised principal component analysis (PCA) showed a clear separation between the two ages of d0 and d21 (Supplementary Figure S2A). RRBS covered 1,750,178–2,302,225 CpG sites per sample. Among them, 49,143 differentially methylated regions (DMRs) were found between Con-d21 and Con-d0 and 56,796 between AME-d21 and AME-d0 (Figure 1A,B). 

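The number of CpGs with at least 1 read was 1916548 to 2146512 per library in Con-d0, 1913578 to 2265571 in AME-d0, 2044525 to 2191643 in Con-d21 and 1906827 to 2098089 in AME-d21. In each library, 0.128% to 0.23% of the positions were not a CG in GRCm38 and were left out. Together the libraries covered 4331283 CpGs, of which 1356499 had a read in all 20 libraries. At 604188 CpGs all 20 libraries had at least 10 reads. Of these, 304914 lay in CpG islands, 32461 in shores and 266813 outside both, and 230679 lay in exons, 196702 in introns and 176807 between genes.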

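Methylation of liver DNA rose from d0 to d21 in controls and in AME offspring. In controls, 22091 CpGs rose and 6403 fell, together 28494 DMCs of 754817 CpGs tested, with a mean absolute difference of 33.7 percentage points. In AME offspring, 26358 of 636450 CpGs were DMCs, and 17.7% of these fell. The largest rises in controls included a bin within an exon of Plekhh3 (chromosome 11, 101164001 to 101164200, nearest TSS Cntnap1), from 14.9% ± 3.53 at d0 to 86.5% ± 3.63 at d21 (SD, n = 5 each, limma adjusted p = 3.01e-07), and a bin in an intron of Hmga1, a chromatin protein gene of fetal tissues (chromosome 17, 27558001 to 27558200, nearest TSS Gm49774), from 7.61% ± 3.33 to 78.5% ± 4.11 (SD, n = 5 each). A bin in an intron of St6gal1, a liver sialyltransferase gene (chromosome 16, 23269201 to 23269400, nearest TSS BC106179), rose from 21.9% ± 4.09 to 89.6% ± 6.45. Among the largest falls, a bin in an exon of Mgat1, which encodes an enzyme of N-glycan synthesis (chromosome 11, 49261001 to 49261200), went from 90.1% ± 4.46 to 23.6% ± 4.31. In AME offspring the bin at Pura (chromosome 18, 36284401 to 36284600) rose from 17.2% ± 6.59 to 88.0% ± 2.54, a bin in an exon of Mn1 (chromosome 5, 111420201 to 111420400) from 4.01% ± 2.71 to 73.2% ± 3.05, and a bin in an intron of Slc22a23 (chromosome 13, 34223201 to 34223400, nearest TSS Gm24530) fell from 72.9% ± 2.40 to 5.02% ± 2.55. Of the control DMCs, 76.0% lay outside CpG islands and shores, 44.6% in introns, 27.8% in exons and 27.6% between genes. Over the CpGs shared by all libraries, mean methylation outside islands and shores rose in controls from 66.8% ± 1.29 to 74.4% ± 0.169 and in islands from 5.40% ± 0.0476 to 6.21% ± 0.0645 (SD, n = 5 each, exact two-sided permutation p = 0.00794 each, the smallest that 5 libraries against 5 allow, adjusted p = 0.0159 over 36 tests). The counts depend on the test per CpG: limma called 73017 DMCs in controls and 67523 in AME offspring, and a logistic likelihood-ratio test without overdispersion called 105414 and 99569. Without AME-d0 replicates 1 and 3, left out together after their low methylation was seen, 10124 DMCs were called between the AME ages. Leaving out 1 library gave 18545 to 21060 DMCs in controls, the lowest without Con-d21 replicate 3 (18545), Con-d0 replicate 4 (18864) and Con-d21 replicate 4 (18903), and 16872 to 19035 in AME offspring, the lowest without AME-d21 replicates 5 (16872), 3 (17365) and 2 (17445).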

To determine if these DMRs were potentially functional, the DMRs were analyzed against the mouse Encyclopedia of DNA Elements (mENCODE) Consortium [25,28]. A total of 23.4% (11,478 out of 49,143) and 21.0% (11,940 out of 56,796) overlapped with putative cis-regulatory elements (cCREs) in the Con and AME, respectively (Figure 1A,B). These results indicated that up to 21% of the DMRs were potentially functional cCREs.

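Promoters of genes that mark hepatocytes lost methylation from d0 to d21 in control livers, and promoters of blood cell genes gained it. Of 10 measured hepatocyte markers, 6 fell and none rose (6 when adjusted over the list alone). The promoter of F2, which encodes prothrombin (chromosome 2, 91635414 to 91637414), fell from 64.6% ± 5.2 to 23.6% ± 1.87 (SD, n = 5 each, limma adjusted p = 1.27e-05), that of the fibrinogen gene Fgb from 61.6% ± 4.59 to 23.7% ± 10.9, and that of Pck1, the gluconeogenic phosphoenolpyruvate carboxykinase, from 57.6% ± 4.45 to 25.2% ± 4.21. Of 17 haematopoietic progenitor and myeloid genes, 12 rose and none fell (13 rose when adjusted over the list alone). The promoter of the leukocyte antigen gene Cd48 (chromosome 1, 171681009 to 171683009) rose from 28.6% ± 5.48 to 72.2% ± 6.01, that of Csf3r, the receptor for granulocyte colony-stimulating factor, from 19.8% ± 4.65 to 53.6% ± 4.14, and that of Pf4, a platelet chemokine gene, from 22.8% ± 3.97 to 54.0% ± 9.86. Of 12 erythroid genes, 6 rose and none fell (6 when adjusted over the list alone), among them Ermap, an erythroid membrane protein gene (chromosome 4, 119189011 to 119191011), from 46.3% ± 1.99 to 86.3% ± 3.94, and the erythropoietin receptor gene Epor, from 11.7% ± 3.04 to 38.1% ± 9.37. Of 9 endothelial genes, 5 rose and none fell (6 rose when adjusted over the list alone), with Tie1, an endothelial receptor gene, going from 29.8% ± 8.33 to 67.1% ± 7.06 and the endoglin gene Eng reaching 44.2% ± 3.99. The lists of B cells, Kupffer cells, stellate cells and cholangiocytes did not pass the camera test, which compares a list with the other promoters. The other 4 of the 8 cell type lists passed it at its preset correlation of 0.01: hepatocyte (adjusted p = 2.42e-07 over the 27 lists), haematopoietic progenitor and myeloid (adjusted p = 7.77e-07), endothelial (adjusted p = 0.0105) and erythroid (adjusted p = 0.0164). The endothelial and erythroid lists no longer passed when the correlation was estimated from the data (adjusted p = 0.0675 and adjusted p = 0.103 with an estimated correlation). These are bulk liver libraries, so the lists do not separate a change within a cell type from a change in its share.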

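Promoters of bile acid, glucose and liver transcription factor genes also lost methylation relative to other promoters, on the log2 scale, between d0 and d21 in control livers. In percent most of these changes were small. Below 10% at both ages lay 15 of 16 transcription factor, 16 of 19 glucose and 3 of 5 bile acid promoters. The median changes of these lists were -0.188, -0.141 and -1.11 percentage points. The lists of cholesterol synthesis, lipid droplets and lipoproteins, and cytochrome P450 metabolism did not pass the test. Over all genes, 3269 of 17100 promoters rose and 660 fell in controls, and 3053 of 15948 rose and 493 fell in AME offspring. In the bile acid list, 3 of 5 measured promoters fell and none rose: Hsd3b7, an enzyme of bile acid synthesis (chromosome 7, 127799604 to 127801604), from 73.3% ± 7.49 to 27.8% ± 10.2 (SD, n = 5 each, limma adjusted p = 0.000202), Klb, the co-receptor of FGF signals that repress this synthesis, from 52.1% ± 3.98 to 18.8% ± 3.71, and its partner Fgfr4 from 1.38% ± 0.249 to 0.265% ± 0.222. Of 19 genes of glucose metabolism, 4 fell and none rose (4 when adjusted over the list alone), among them the gluconeogenic enzyme gene Fbp1 (65.6% ± 5.09 to 28.4% ± 6.11) and the glucagon receptor gene Gcgr (0.947% ± 0.430 to 0.126% ± 0.186). Of 16 liver transcription factors, 3 fell (3 when adjusted over the list alone), with Hnf4a, a regulator of hepatocyte genes, going from 41.8% ± 17.0 to 18.8% ± 2.10 and Foxa3 from 5.27% ± 0.904 to 1.91% ± 0.457. Of 19 genes of fatty acid oxidation, 5 fell (5 when adjusted over the list alone), and of 20 genes of fatty acid and triglyceride synthesis 2 fell (1 when adjusted over the list alone); the falls were small in percent, such as 6.37% ± 5.12 to 1.64% ± 0.887 at Cpt1a, the carnitine palmitoyltransferase of mitochondrial uptake, and 3.89% ± 1.90 to 1.65% ± 0.369 at Mlxipl, a carbohydrate-responsive transcription factor gene. The camera test gave adjusted p = 0.000101 for the glucose and for the transcription factor list, 0.000303 for bile acids, 0.0120 for fatty acid oxidation and 0.0156 for fatty acid and triglyceride synthesis. With an estimated correlation, the bile acid, glucose and transcription factor lists passed, as did the hepatocyte and haematopoietic lists, while fatty acid oxidation (adjusted p = 0.0559 with an estimated correlation) and fatty acid synthesis (adjusted p = 0.191 with an estimated correlation) did not. The median change of the oxidation genes was 0.004 on the log2 scale, above 0, where their mean was -0.26 and the test gave a fall. The call of Hnf4a was lost without Con-d0 replicate 2, 4 or 5 (limma adjusted p = 0.0630, 0.0607 and 0.0628) and without Con-d21 replicate 3 or 5 (0.0543 and 0.0541), with 0.000670 the lowest of the 10 fits that leave out 1 library. That of Cpt1a was lost without Con-d21 replicate 1 (limma adjusted p = 0.0567) or 5 (0.0564), with 0.0172 the lowest.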

The developmental changes in the DNA methylome from d0 to d21 are complex due to developmental changes in the landscape of the methylome in individual liver cells that undergo differentiation and shifts in the relative abundance of different cell types that compose a liver. Therefore, we selected to investigate the effect of AME on DMRs between groups of the same age, specifically by comparing changes between AME-d0 and Con-d0 and between AME-d21 and Con-d21.

At d0, AME resulted in 5879 DMRs, including 16% of those being proximal to genes and 84% in distal regions. 

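Of 737410 CpGs tested at d0, 5 were lower in AME-d0 than in Con-d0 and none was higher; they are named after their values were seen. A CpG in an intron of Igfbp7, a secreted insulin-like growth factor binding protein gene (chromosome 5, position 77373597 of GRCm38), was 38.6% ± 6.72 methylated in AME-d0 and 64.3% ± 6.41 in Con-d0 (SD, n = 5 each), at 36 to 69 reads per library. A CpG in an intron of Anks1 (chromosome 17, position 28023087) was at 60.3% ± 11.7 in AME-d0 and 92.9% ± 4.73 in Con-d0, at 14 to 46 reads. A CpG in an exon where the genes Smok4a, 2700054A10Rik and AC174800.1 overlap (chromosome 17, position 13528139, nearest TSS Gm26375) was at 50.3% ± 7.17 and 82.9% ± 5.32, at 15 to 43 reads. Which of these genes the exon belongs to was not resolved, and the CpG is called the Smok4a CpG below. A CpG between genes (chromosome 5, position 105388993), -12252 bp from the TSS of Gm26519 (negative distances are upstream), was at 46.9% ± 8.62 and 74.0% ± 5.73, and a CpG in an exon of Gm26917 within a CpG island (chromosome 17, position 39845285) was at 11.2% ± 3.45 and 22.1% ± 2.55. This last CpG lies in a stretch of repeated ribosomal RNA sequence. At an unadjusted p under 0.05, 13024 CpGs passed, at p under 0.001 alone 49, where 737 would with p-values spread evenly, so that the test is conservative on these counts, and after Benjamini-Hochberg adjustment none. No 200-bp bin held 2 DMCs, and limma called none of 185227 bins after adjustment (10660 at an unadjusted p under 0.05). In 0.821% of the bins all AME-d0 libraries lay on one side of all Con-d0 libraries, where 0.794% do by chance. The count depends on the test: the logistic likelihood-ratio test without overdispersion called 1430 CpGs and limma per CpG 571. Each of the 5 CpGs lost its call without some of the libraries. The count was 0 without Con-d0 replicate 1, 1 without Con-d0 replicate 2 or 3 or AME-d0 replicate 1 or 5, 2 without Con-d0 replicate 4 or 5 or AME-d0 replicate 2 or 4, and 3 without AME-d0 replicate 3. Without AME-d0 replicates 1 and 3, chosen after their low methylation was seen, none was called (8319 at an unadjusted p under 0.05, 558 DMCs by limma). On simulated counts for this comparison, the quasi-binomial test recovered 88% of changes of 40 percentage points, 10.5% of changes of 20 points and none of 10 points.

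**Figure D3:**
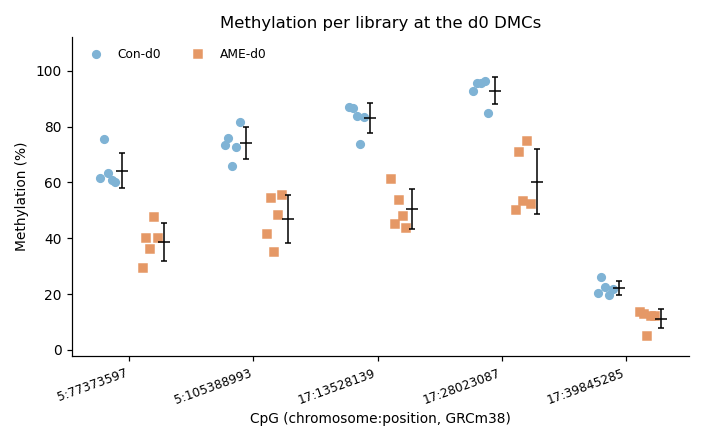
Methylation in percent (vertical axis) of each library at the 5 CpGs called at d0, AME-d0 beside Con-d0, with the mean and SD of 5 libraries. Every AME-d0 point lies below every Con-d0 point of the same CpG.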

When analyzed against mENCODE, 996 DMRs overlapped with the putative cCREs [28] (Figure 2A). 

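At d21, 2 of 656708 CpGs tested were lower in AME-d21 than in Con-d21 and none was higher; they too are named after their values were seen. A CpG in an intron of Cit, the citron kinase gene (chromosome 5, position 115869266), was 30.9% ± 6.14 methylated in AME-d21 and 65.7% ± 3.39 in Con-d21 (SD, n = 5 each), at 13 to 41 reads per library. A CpG in an intron of the long non-coding RNA gene Gm48651 (chromosome 10, position 20813540) was at 88.7% ± 3.51 in AME-d21 and at 100% in every Con-d21 library, at 18 to 45 reads. At an unadjusted p under 0.05, 11038 CpGs passed, where 32835 would with p-values spread evenly, and none passed after adjustment. At p under 0.001 alone 2 passed, where 657 would, so the quasi-binomial test is conservative here too. Of 172929 bins of 200 bp, limma called none after adjustment (8720 at an unadjusted p under 0.05). The likelihood-ratio test called 787 CpGs, of which 91 (11.6%) lay on the X chromosome, against 1.18% of the CpGs it did not call, and AME-d21 replicate 4 differed from the other libraries on X. Without that replicate it called 716, and limma, which called 312 over all libraries, called 384. With 1 library left out, the quasi-binomial count was 0 for 9 of the 10 libraries and 2 without AME-d21 replicate 1. On simulated counts for this comparison, the quasi-binomial test recovered 83.5% of changes of 40 points and 9.5% of changes of 20 points.

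**Figure D4:**
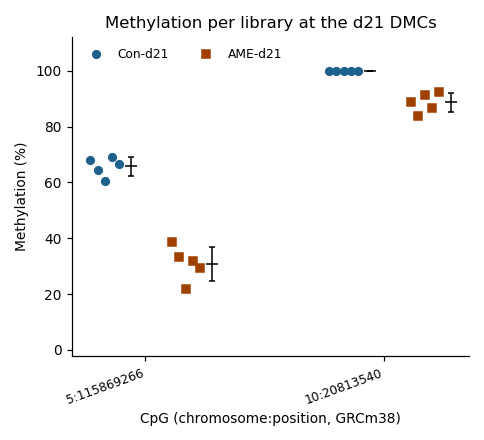
Methylation in percent (vertical axis) of each library at the 2 CpGs called at d21, AME-d21 beside Con-d21, with the mean and SD of 5 libraries. All AME-d21 points lie below the Con-d21 points at both CpGs.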

At d21, 2970 DMRs were identified (16% proximal and 84% distal), and 880 overlapped with mENCODE cCREs (Figure 2B). 

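Mean methylation over the 604188 CpGs covered in all libraries was 33.4% ± 0.977 in AME-d0 and 34.2% ± 0.624 in Con-d0 (SD, n = 5 each), a difference of -0.793 percentage points (exact two-sided permutation p = 0.230, adjusted p = 0.306 over 36 tests). Outside CpG islands and shores it was 65.2% ± 1.99 in AME-d0 (difference from controls p = 0.230 by the exact permutation test). The AME-d0 libraries ranged from 31.9% to 34.2%, with replicates 1 and 3 the lowest, and the difference was -0.150 points without these replicates, which were left out after their values were seen, -0.420 without AME-d0 replicate 1 alone and -0.515 without Con-d0 replicate 5. With the reads pooled over CpGs it was -2.82 points, from 29.9% ± 2.95 in AME-d0 and 32.8% ± 0.934 in Con-d0 (SD, n = 5 each, exact two-sided permutation p = 0.0635). Every DMC at d0 was hypomethylated in AME, 5 of 5 (exact binomial p = 0.0625, two-sided; 5 CpGs cannot give a smaller p). The likelihood-ratio test gave 1274 hypomethylated and 156 hypermethylated CpGs, a hypomethylated share of 89.1% (exact binomial p = 2.7e-218), and limma gave 84.9% (exact binomial p = 1.79e-68). Without AME-d0 replicates 1 and 3 these shares were 65.0% and 52.5%. CpGs of 1 animal are not independent of each other, so the binomial p counts CpGs and not animals.

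**Figure D5:**
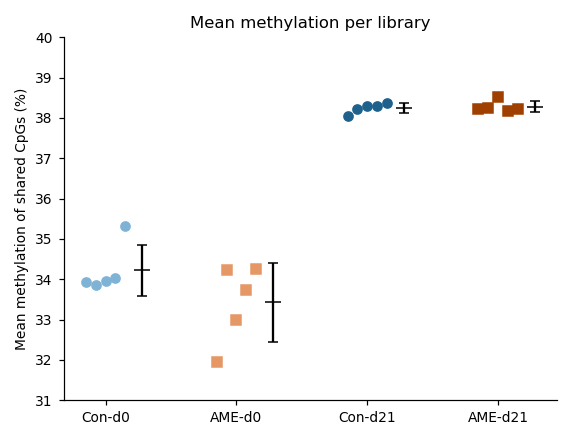
Mean percent methylation (vertical axis, 31 to 40%) of each library over the CpGs with at least 10 reads in all libraries, by group; points are libraries, with the mean and SD of each group. AME-d0 spans 31.9% to 34.2%, and both d21 groups lie near 38%.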

The calculations of Δme (the difference in average methylation between groups) for each DMR showed a significantly larger proportion of hypomethylated DMRs among the DMRs observed at d0 (71% hypomethylated, binomial *p*-value < 2 × 10^−6^) (Figure 2C,D). By d21, there was more of a balance between hypo- and hyper-methylated DMRs (48% hypomethylated, binomial *p*-value = 0.02). 

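In d21 livers mean methylation was 38.3% ± 0.136 in AME-d21 and 38.2% ± 0.117 in Con-d21 (SD, n = 5 each), a difference of 0.0271 points (exact two-sided permutation p = 0.738, adjusted p = 0.805 over 36 tests). Its sign turned without Con-d21 replicate 1 (-0.0203) or AME-d21 replicate 3 (-0.0322), and with the reads pooled over CpGs (-0.255). Both DMCs, at Cit and Gm48651, were hypomethylated (exact binomial p = 0.5, two-sided, the smallest that 2 CpGs allow). By the likelihood-ratio test 364 CpGs were hypomethylated and 423 hypermethylated, 46.3% hypomethylated (exact binomial p = 0.0386), and by limma 55.1% were (exact binomial p = 0.0791), so the direction of the balance depends on the test. Without AME-d21 replicate 4, whose X and Y reads stood apart, the shares were 50.6% (exact binomial p = 0.794) and 50.5% (exact binomial p = 0.878). The difference between ages in the effect of AME was tested per CpG with limma over all 20 libraries: 592 of 604188 CpGs had a p under 0.001, where 604 would by chance, 26692 had a p under 0.05, and none passed adjustment.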

The average magnitude of the change in methylation was similar at 18% at d0 and 17% at d21 (Figure 2E,F).

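The mean size of the difference was 25.8 percentage points over the 5 DMCs at d0 and 23.1 points over the 2 DMCs at d21. At d0 it ran from -11.0 points at the Gm26917 CpG to -32.6 points at the Anks1 and Smok4a CpGs, and at d21 from -11.3 points at Gm48651 to -34.8 points at Cit. DMCs of the likelihood-ratio test differed by 17.9 points on average at d0 and by 15.9 points at d21, and those of limma by 17.8 and 15.0 points. A minimum of 10 points is part of the call, so that smaller differences do not enter these means.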

These thousands of AME-induced DMRs at d0 and d21 are extremely exciting because the livers were not steatotic at either age. This indicated that AME-induced changes in the DNA methylome during critical developmental windows preceded hepatic steatosis.

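Gene lists of lipid metabolism, other liver functions and cell types showed no change of promoter methylation in a common direction between AME and control livers that passed the test at either age with a minimum of 10 reads. At d0, 0 of 17007 promoters passed limma's adjusted p (907 at an unadjusted p under 0.05, and 0 by the quasi-binomial model), and at d21 0 of 16086 (818 at an unadjusted p under 0.05, and 0 by the quasi-binomial model). None of the 27 lists passed the camera test at d0, where the smallest adjusted p was 0.260 for fatty acid oxidation (20 promoters, median log2 difference 0.32), followed by 0.350 for fetal liver genes and for haematopoietic progenitor and myeloid genes. All 20 promoters of fatty acid oxidation lay below 10% methylation in both groups, and their median difference was 0.0591 percentage points. At d21 no list passed either, and every adjusted p was 0.990. With a minimum of 5 reads per CpG, 2 lists passed at d0 at the preset correlation. Fatty acid oxidation and ketogenesis was higher in AME-d0 (21 promoters, camera adjusted p = 0.0436, 0.0436 to 0.423 over the alternatives that kept the preset correlation). Haematopoietic progenitor and myeloid genes were lower in AME-d0 (17 promoters, camera adjusted p = 0.0196, 0.0196 to 0.649 over the alternatives that kept the preset correlation). At 10 reads the smallest adjusted p at d0 was 0.604 with an estimated correlation, for fatty acid oxidation, and the haematopoietic list had 0.804. With fry, which tests whether the genes of a list move on balance one way, the smallest was 0.574 at d0 and 0.923 at d21. The 0.574 was that of fatty acid oxidation, and the haematopoietic list had a fry adjusted p of 0.657 at d0. With fry for changes in either direction, added after the data were seen, the liver transcription factor list passed at d0 (16 promoters, fry adjusted p = 0.00787) and no list at d21. It did not pass without Con-d0 replicate 1 or 3 (fry adjusted p = 0.0691 and 0.113) or AME-d0 replicate 1, 2, 3 or 5 (0.0565, 0.138, 0.273 and 0.430), nor with promoters of 5 kb (0.396). Lists that passed this test only under an alternative were the haematopoietic one at d0 with a minimum of 5 reads and the Kupffer cell one at d21 with promoters of 5 kb. Adjusted over the list alone, 1 promoter was higher at d0 among fetal liver genes and 1 was lower in each of the glucose, neuronal, liver transcription factor and endothelial lists, and at d21 1 promoter of fatty acid oxidation was lower. At d21 the list members with the largest differences included the imprinted non-coding RNA gene Meg3 (chromosome 12, 109540001 to 109542001), at 36.3% ± 7.61 in AME-d21 and 48.3% ± 8.35 in Con-d21 (SD, n = 5 each, limma adjusted p = 0.955), Lyl1, a haematopoietic transcription factor gene, at 40.2% ± 6.4 and 29.6% ± 9.28, and Slc40a1, the iron exporter ferroportin of macrophages, at 2.17% ± 0.80 and 3.72% ± 0.612. The promoter of Acacb, which encodes the acetyl-CoA carboxylase that restrains fatty acid oxidation, was at 20.5% ± 3.26 in AME-d21 and 19.9% ± 1.40 in Con-d21, and that of the fatty acid elongase gene Elovl3 at 1.03% ± 1.54 and 1.70% ± 1.89. On simulated counts the promoter test recovered 82.5% of differences of 20 percentage points at d0 and 90.5% at d21. Of differences of 10 points it recovered 21.5% at d0 and 29.5% at d21, so that smaller differences can be missed. The simulation changed 200 promoters at each of 10, 20 and 40 points together, so recovery of a few changed promoters was not tested. Changes under 10 points were not simulated. At d0 all 20 promoters of fatty acid oxidation and all 16 of liver transcription factors lay below 10%, so these rates do not cover small changes there. The paper reports DMRs at d0 and d21 in livers that were not steatotic at either age, and from this order it concludes that AME-induced changes of the methylome came before hepatic steatosis.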

Noticeably, the majority of the cCRE-overlapped DMRs were in the class of distal enhancer-like elements (dELSs) (72.3% at d0 and 70.6% at d21, respectively) (Figure 2A,B). To reveal the potential functional significance of these distal DMRs, we used the Genomic Regions Enrichment of Annotations Tool (GREAT) [26,27] to analyze the Gene Ontology (GO) terms of these DMRs.

We compared the genome-wide distribution of the DMRs against a random background genomic dataset using the GREAT tool. The DMRs, which were binned based on distances from the nearest TSSs, showed enrichment for all binned distances up to 50 kb to 500 kb away from the nearest TSSs, whereas TSS-proximal DMRs (0–5 kb) were significantly depleted as compared to the background of 120,788 randomly chosen CpGs at both d0 and d21. Specifically, we observed that 11% of DMRs in AME-d0 vs. Con-d0 (*p*-value < 1 × 10^−6^, χ^2^(1df) = 669) (Figure 3A), and 16% in AME-d21 vs. Con-d21 (*p*-value < 1 × 10^−6^, χ^2^(1df) = 156) (Figure 3B) were located at TSS (0–5 kb bin) compared to the 26% found in the background CpG distribution.

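CpGs called by the likelihood-ratio test and by limma lay within 5 kb of a TSS less often than all CpGs that were not called, at both ages. Against uncalled CpGs of the same methylation and depth the share by the likelihood-ratio test was 0.982 times as large at d0 and 1.12 times at d21. By the quasi-binomial model, at d0, 1 of the 5 DMCs lay within 5 kb of a TSS, the Gm26917 CpG at -1673 bp from the TSS of Gm42418 (upstream), against 58.0% of the tested CpGs that were not called (Fisher's exact test, p = 0.169). It lies in repeated ribosomal RNA sequence, and with the CpGs of highest depth removed 0 of 4 DMCs lay within 5 kb. At d21, 1 of 2 did, the Cit CpG at -878 bp from the TSS of Gm42473 (upstream), against 56.5% (Fisher's exact test, p = 1). By the likelihood-ratio test 364 of 1430 CpGs at d0 (25.5%) and 296 of 787 at d21 (37.6%) lay within 5 kb (chi-square with 1 degree of freedom, 621 and 114), and by limma 24.2% and 24.7% did (chi-square, 268 and 129). At the rates found on simulated counts, 1090 and 598 calls by the likelihood-ratio test, and 418 and 253 by limma, would arise with no difference between groups. CpGs of 1 animal are not independent, so these chi-squares count CpGs and not animals. Of the CpGs called by the likelihood-ratio test at d0, 57.3% lay 5 to 50 kb and 17.3% lay 50 to 500 kb from the nearest TSS, and 42.7% lay between genes. At d21, 47.3% and 15.1% lay at these distances. The share of the quasi-binomial calls at d0 turns with 1 library: without AME-d0 replicate 3, all 3 called CpGs lay within 5 kb (100%). A random 2% of all measured CpGs had 39.9% within 5 kb. The share by the likelihood-ratio test differed from it at d0 (chi-square 123, p = 1.37e-28) but did not pass at d21 (chi-square 1.74, p = 0.188). The d21 result turns with 1 library: without AME-d21 replicate 4, left out after its X and Y reads were seen, 229 of 716 CpGs lay within 5 kb, which differed from the random 2% (chi-square 18.7, p = 1.56e-05).

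**Figure D6:**
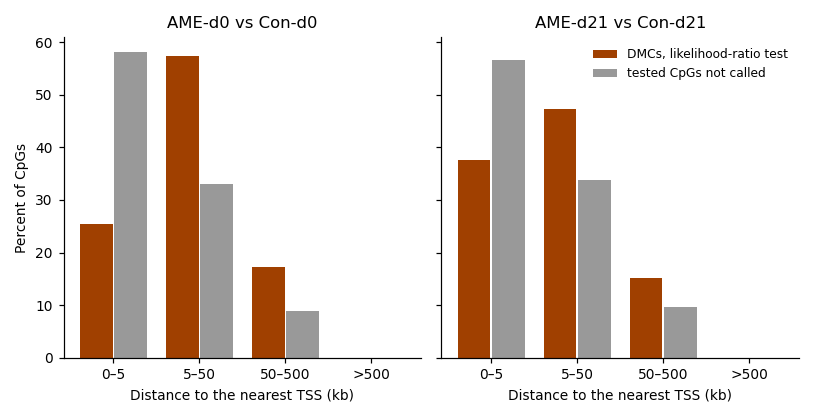
Percent of CpGs (vertical axis) by distance to the nearest TSS in kb (horizontal axis), for CpGs called by the likelihood-ratio test and for tested CpGs that were not called, at d0 (left) and d21 (right). Within 5 kb lie 25.5% of the called and 58.0% of the other CpGs at d0, and 37.6% and 56.5% at d21. On simulated counts with no difference between groups, the test would give 1090 of the 1430 calls at d0 and 598 of the 787 at d21.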

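None of the 5 CpGs called at d0 was called at d21 and none of the 2 at d21 was called at d0, where lists independent of each other would share 1.66e-05. The likelihood-ratio test without overdispersion shared 4 CpGs between ages, where independent lists would share 1.42, all with the same direction at both ages. They are named after their values were seen. A CpG in an intron of Agfg1 (chromosome 1, position 82860514) was higher in AME, at 98.4% ± 2.26 in AME-d0 and 85.6% ± 7.70 in Con-d0, and at 87.6% ± 4.32 in AME-d21 and 66.8% ± 4.92 in Con-d21 (SD, n = 5 each). The other 3 were lower in AME. A CpG nearest the TSS of Gm17968 (chromosome 1, position 182136252) was at 51.4% ± 10.1 and 69.2% ± 6.42 at d0 and at 50.8% ± 8.18 and 68.5% ± 10.8 at d21, and a CpG in an intron of Ccdc141 (chromosome 2, position 77106607, nearest TSS Gm44360) at 60.7% ± 10.3 and 83.2% ± 7.46 at d0 and at 85.8% ± 6.28 and 97.0% ± 4.45 at d21. The last, in an intron of Gm12358 (chromosome 11, position 99305564), was at 70.4% ± 6.85 and 89.2% ± 2.88 at d0 and at 86.1% ± 8.11 and 97.8% ± 1.29 at d21. By limma 3 CpGs were shared.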

Due to the large number of DMRs, we then decided to focus on the AME effects on DNA methylome changes by focusing on the 312 DMRs shared by the AME-d0 vs. Con-d0 and the AME-d21 vs. Con-d21 (Figure 3C,D). These shared DMRs were showing a strong depletion of those proximal to TSSs compared to the background dataset (10.6% vs. 26%, *p*-value < 1 × 10^−6^, χ^2^(1df) = 39) (Figure 3C,D).

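With no CpG called at both ages by the quasi-binomial model, a share near TSSs cannot be given for it. Of the 4 CpGs that the likelihood-ratio test called at both ages, 1 lay within 5 kb of a TSS (25%): the CpG at 576 bp from the TSS of Gm12358. The Agfg1 CpG lay 21031 bp downstream of its nearest TSS, and the Ccdc141 CpG at -32255 bp from the TSS of Gm44360, upstream of it.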

As the majority of the DMRs were significantly distal from proximal promoters, we used the GREAT tool to explore if these DMRs were significantly enriched in any biological processes or molecular functions. 

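Among the 4 CpGs that the likelihood-ratio test called at both ages, 2 had a single nearest TSS within 10 kb, those of Gm17968 at -8063 bp (upstream) and of Gm12358. For the quasi-binomial model this number is 0, because no CpG was called at both ages. Taken for each age on its own, the nearest TSSs within 10 kb of its DMCs were those of 2 genes at d0 and of 1 gene at d21.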

A total of 63 genes were within 10kb upstream or downstream of the single nearest TSS. No Gene Ontology terms were significantly enriched in the DMRs compared to the background dataset.

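A median library had a read on 9.40% of the 21867550 CpGs of GRCm38 (chromosomes 1 to 19, X and Y), and the 20 libraries together on 19.8%. Regions near promoters took much of this: of the CpGs with at least 10 reads in every library, 350722 lay within 5 kb of a TSS and 253466 farther away. In controls at d0, methylation averaged 13.9% within 5 kb of a TSS and 62.3% farther away (SD 0.238 and 1.16, n = 5), and at d21 15.7% and 69.4% (SD 0.0739 and 0.177, n = 5).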

Considering that RRBS only covers around 10% of CpGs in the genome, with stronger representation for proximal regulatory (promoter) regions, the number of AME-resulted DMRs could be substantially greater than the numbers currently revealed in this study. Therefore, we would predict many DEGs should be found at both ages, based on the canonical relationship between DNA methylation at the regulatory regions and gene transcription (negative correlation between CpG methylation and gene transcription). The DEGs between AME-d0 and Con-d0 may indicate the impact of maternal environment on offspring transcriptome during in utero development, while the DEGs between AME-d21 and Con-d21 may indicate the cumulative impact of both the in utero and early postnatal life environments on offspring hepatic transcriptome.

### 3.3. AME Did Not Impact Hepatic Transcriptome at d0 despite the Large Number of DMRs

RNA-seq was performed on the whole liver transcriptome. Non-supervised PCA analysis recapitulated the expected pattern; the major difference was d0 to d21 (Supplementary Figure S2B). 

In transcriptome analyses between AME and controls at d0, no single statistically significant DEG was revealed. 

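Promoters of genes of liver cell types, development and fatty acid oxidation with the largest AME differences at d0 did not pass the test. Eng, the endothelial endoglin gene (chromosome 2, 32645595 to 32647595), was at 9.50% ± 3.22 in AME-d0 and 19.3% ± 5.94 in Con-d0 (SD, n = 5 each, limma adjusted p = 0.840). Vav1, a haematopoietic signalling gene (chromosome 17, 57278100 to 57280100), was at 7.75% ± 2.90 and 14.0% ± 2.70 (adjusted p = 0.856 from limma), and Foxa2, a transcription factor gene of liver development, at 6.4% ± 0.780 and 4.34% ± 0.458. The neuronal gene Olig2 was at 0.754% ± 0.467 and 3.54% ± 1.87, the germline gene Piwil2 at 70.2% ± 2.19 and 77.3% ± 2.93, and Etfb, of electron transfer in fatty acid oxidation, at 1.59% ± 1.58 and 0.346% ± 0.515. Snai1, from the paper's list of fatty liver genes, was at 7.79% ± 1.01 and 10.1% ± 0.340. Genes of lipid synthesis that the paper names did not pass either: Acacb was at 24.5% ± 2.91 and 24.6% ± 4.47, Fasn, the fatty acid synthase gene, at 0.211% ± 0.114 and 0.174% ± 0.115 over 85 CpGs, Acaca at 2.59% ± 0.409 and 2.30% ± 1.8, and Pnpla3, a lipase gene of lipid droplets, at 0.920% ± 0.431 and 0.818% ± 0.159. The DMCs at d0 held 0 of 5 within 1 kb of a TSS, and the likelihood-ratio test had 8.39% of its called CpGs there, against 43.3% of the CpGs it did not call.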

Concordantly, none of the DMRs between AME-d0 and Con-d0 were near TSS. These data showed extreme concentrations of the 5879 DMRs between AME-d0 and Con-d0 at non-promoter regulatory DNA. To ensure that this was not a false negative, we aligned the DMRs and DEGs between d0 and d21 in the control group. Specifically, we compared Con-d0 with Con-d21 since there were 5202 DEGs between the two groups. Among the 49,143 DMRs, 8861 were within 25 kb of a DEG, and 5616 had a canonical relationship between CpG methylation and DEG gene expression. This developmental correlation between DMRs and DEGs indicated that the zero DEG and noncorrelation between DEGs and DMRs between AME-d0 and Con-d0 were probably not false negatives. This unperturbed hepatic transcriptome at d0 by AME could indicate that the hepatic transcriptome is hardwired and protected by the in utero environment.

### 3.4. At d21, AME Perturbed Hepatic Transcriptome, Which Did Not Correlate with DMRs

At d21, AME resulted in 123 DEGs, with 36 upregulations and 87 downregulations when compared with AME-d21 and Con-d21 (Figure 4A–C).

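No DMC at d21 lay within 25 kb of the TSS of any of the 10 genes the paper names as DEGs that had a tested CpG in that window, by the quasi-binomial model, the likelihood-ratio test or limma. Random gene sets matched to these genes averaged 0.0009, 0.345 and 0.146 by these tests, so a count of 0 does not set them apart. The window of Acacb held 111 tested CpGs at d21, that of Fasn 77, that of Elovl3 65 and that of Lpin1 32, while that of Ces1g held none. Over all listed genes, 0 of 600 had a DMC within 25 kb at d21, where 10000 random gene sets matched on tested CpGs averaged 0.0336. The likelihood-ratio test placed a called CpG near 21 listed genes (random sets 19.9, permutation p = 0.430) and limma near 4, the retinoic acid hydroxylase gene Cyp26a1, Cyp2c40, Fcrla and the DNA demethylase gene Tet1 (random sets 7.76, permutation p = 0.954). At d0, 0 of 603 listed genes had a DMC nearby (random sets 0.146), the likelihood-ratio test placed one near 30 (random sets 30.2, permutation p = 0.540) and limma near 14 (random sets 13.3, permutation p = 0.461). Expression was not analysed here, so no pairing of a DMR with the direction of a DEG is given.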

Consistent with the d0 data, only 11 out of the 123 DEGs were within 25 kb of DMRs, and only 5 in the canonical relationship between DNA methylation and gene expression (negative correlation). This unrelatedness between DMRs and DEGs could be due to the majority of the DMRs being distal to TSSs.

### 3.5. AME Significantly Perturbed Genes on Metabolic Pathways at d21

The AME-downregulated genes were significantly enriched in multiple GO terms (Figure 4D). We used an adjusted p-value cut-off of 0.0001 to focus on the strongest signals and top 10 GO biological processes. These processes included cholesterol biosynthesis, cholesterol metabolism with Bloch and Kandutsch–Russell pathways, metabolism of lipids, lipid biosynthetic processes, metabolism of steroids, sterol biosynthetic processes, secondary alcohol biosynthetic processes, cholesterol biosynthetic processes, steroid metabolic processes, and alcohol metabolic processes. The genes involved in these GO terms included Lpin1, Fasn, etc.

The AME-upregulated genes were significantly enriched in 11 GO terms when the adjusted p-value cut-off of 0.0001 was used. These GO biological processes included unsaturated fatty acid metabolic processes, steroid hormone biosynthesis, retinol metabolism, arachidonic acid metabolism, chemical carcinogenesis, the epoxygenase P450 pathway, monocarboxylic acid metabolic processes, linoleic acid metabolism, icosanoid biosynthetic processes, carboxylic acid biosynthetic processes, and organic acid biosynthetic processes that were significantly enriched (Figure 4E). The genes involved in these pathways, such as Il1b, Ces1g, and Elovl3, have been reported to be related to NAFLD and have been validated [29,30,31] (Figure 4F). 

Taken together, these data indicated that AME perturbation of the DNA methylome preceded the perturbation of the hepatic metabolic transcriptome, which preceded the onset of hepatic steatosis.

## 4. Discussion

This study investigated the hepatic genome-wide DNA methylome and transcriptome at birth and at weaning in the mice's offspring who experienced an adverse early-life environment and would develop NAFLD at 17 weeks of life. The overarching finding of this study was that the maternal environment drove changes in the hepatic DNA methylome, which preceded perturbations in the hepatic metabolic transcriptome, which preceded the onset of NAFLD. Specifically, we found the following results: (1) AME impacted the DNA methylome prenatally and postnatally before the development of liver steatosis. (2) The majority of the DMRs were distal to TSSs and did not correlate with DEGs. (3) AME-induced DEGs at d21 were significantly enriched in multiple GO biological processes, such as fatty acid metabolic process, steroid hormone synthesis, cholesterol biosynthesis, etc. We speculate that AME leads to changes in the activity of long-range enhancers in offspring with subtle alterations in hepatic gene networks that increase the incidence of NAFLD later in life.

In this study, we used an established AME murine model of NAFLD [2]. In this model, at week 17 of life, the offspring develop mild but significant hepatic steatosis despite having been on a control diet for their entire postweaning lives. A postweaning Western diet exacerbated the priming effect of the maternal environment, resulting in a more severe steatosis phenotype. This priming effect of the maternal environment has also been reported by other groups using maternal diet models [4,5]. These models also have a metabolic profile similar to that observed in human NAFLD, including obesity and insulin resistance [4,5]. Therefore, our findings on the DNA methylome and transcriptome in this mouse model are translationally relevant in studying the pathogenesis of NAFLD, which has an early-life origin.

Murine models have also shown links between hepatic DNA methylome perturbation and the early-life origin of adult-onset NAFLD. Gutierrez Sanchez et al. established a mouse nonalcoholic steatohepatitis (NASH) model with a maternal diet of high fat, high fructose/glucose, and high cholesterol (FFC) during gestation and lactation. Using RRBS, the study found that the maternal FFC diet alone, without the postweaning FFC diet, resulted in a total of 283 DMRs when compared with the offspring of the maternal control diet group at the time of NAFLD (10 weeks of life). Among the DMRs, only 11 (3.9%) were correlated with DEGs (RNA-Seq) [5]. In another study, Wankhade UD et al., using a murine model of NAFLD induced by a maternal high-fat diet, used RRBS and RNA-Seq to reveal that maternal diet alone resulted in 82 DMRs in offspring livers at 17 weeks of age when NAFLD occurred. Among the 82 DMRs, ~78% overlapped a gene [20]. These data indicate that maternal diets had long-lasting effects on the hepatic DNA methylome into adulthood when NAFLD occurred. However, it is still unknown to what extent the hepatic DNA methylome is perturbed by maternal environments before the development of offspring NAFLD, despite previous studies. To the best of our knowledge, our study is among the first to demonstrate that the impact of AME on the hepatic DNA methylome is observable during a critical developmental period, long before the onset of NAFLD in adulthood.

There is a body of evidence that establishes changes in the early-life DNA methylome in other chronic diseases with a late onset, supporting its role in the developmental origin of adult diseases (DOHaD). In human studies, DNA methylation changes in offspring blood and placenta have been associated with adverse maternal environments. The Human Early Life Exposome Project used a multi-center cohort of 1301 mother–child pairs and 91 different pregnancy environmental exposures to demonstrate that maternal levels of molybdenum were correlated with the blood methylation levels of 72 CpGs, which were persistent until childhood [32]. The Pregnancy and Childhood Epigenetics Consortium did a large epigenome-wide association study and associated over 400 placental DMRs with maternal cigarette smoking [33]. However, these DMRs rarely overlapped with those found in the cord blood of the same maternal-fetal dyad [34]. These human association studies support the hypothesis that early-life DNA methylome perturbation precedes the onset of later-life health issues in an organ- and early-life environment-specific manner. Our current study adds to the literature by revealing thousands of early-life environments with vulnerable hepatic DMRs, including the 21% that overlapped with mENCODE cCREs. Some of the differences in the scale of these discoveries may be because animal studies such as ours can control environmental conditions in a way human studies cannot. Taken together, both the literature and our study indicate that adverse early-life environments that perturb the DNA methylome precede the onset of adult disease. Future work will be necessary to understand the functions of these DMRs, especially the distal DMRs.

Distal (non-TSS) DNA CpG methylation imposes regulatory functions on high-order chromatin structure and distal regulatory element function [35]. Most of the dynamic (variable) methylome in humans is distal to TSS in differentiating cell lineages and developmental states [36]. We are only beginning to understand the role of distal CpG methylation in disease [19,37,38,39]. Park YJ et al. have demonstrated that adipocyte DNA methylation synergistically cooperates with cis-regulatory networks and chromosome structures to establish distinct gene expression profiles that confer metabolic features to adipocytes [39]. Ankill et al. have shown that proliferation in breast cancer is linked to the loss of methylation at specific enhancers and transcription factor binding sites, thereby affecting gene activation through chromatin looping [40]. To explore if the AME-associated DMRs found in this study have long-range regulatory potential, we analyzed our AME-resulted DMRs against a publicly available promoter capture Hi-C dataset derived from C57BL/6 mice fed either a lipid-rich diet (HF) or a carbohydrate-rich diet (LF) [41]. Enrichment analyses on the extracted list of genes linking distal elements to the closest TSSs identified the term “fatty liver disease” for the d0 DMRs (Supplementary Figure S3 and Supplementary Excel Files S1 and S2). Further studies will be required to understand if any of the DMRs found in this study play a role in long-range chromatin regulation.

One of the limitations of this study is the nature of the RRBS technique. RRBS is a high-throughput sequencing strategy that enriches its libraries by digesting genomic DNA with restriction endonucleases that are specific for CpG-containing motifs. It provides enhanced coverage for the CpG dinucleotides and yields single base pair resolution data within regions of interest, including CpG islands, promoters, and enhancer elements [42,43]. It captures around 10% of CpG sites within mammalian genomes, with up to a 30-fold reduction in the number of fragments sequenced in comparison to whole genome bisulfite sequencing (WGBS) [42]. However, the technique is naturally biased towards CpG-rich regulatory elements, capturing a higher proportion of proximal vs. distal regulatory elements. Consequently, our findings are a conservative estimate of differences in distal dynamic regulatory elements. Another limitation was that we did not differentiate the effects of the maternal Western diet and maternal stress on the offspring NAFLD. However, we consider this study relevant because the combination of calorie-dense diet and stress is a environment many peri-pregnancy women live in.

## 5. Conclusions

The link between early-life DNA methylome and DOHaD in response to environmental cues is still at an early stage of deciphering. This study has revealed that changes in epigenetics anticipate metabolic perturbations, which precede the onset of NAFLD in adulthood. We believe that with the exponential increase in genome-wide spatial and temporal mapping/cataloging of epigenomes, studies similar to ours will collectively improve our understanding of epigenome changes in response to environmental cues, thereby contributing to the knowledge of DOHaD. From the standpoint of DOHaD, characterization of the “DOHaD epigenome” could provide baseline work for potential epigenome intervention for the prevention of DOHaD.

## Figures and Tables

**Figure 1:**
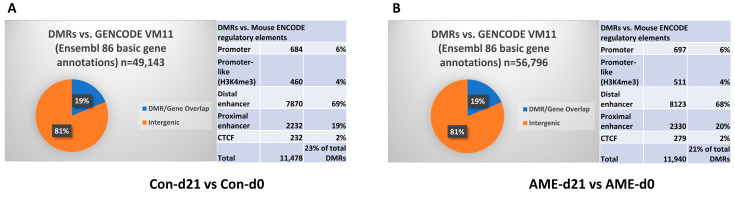
Effect of development on DMRs in (**A**) control livers between Con-d21 and Con-d0 and (**B**) AME livers between AME-d21 and AME-d0. The pie graphs show the percentage of DMRs overlapping genes in the intergenic regions by analyzing the DMRs against mouse gene annotations [GENCODE Version M11 (Ensembl 86)]. The tables show the number and percentage of DMRs overlapping mouse ENCODE cis-regulatory elements, which are categorized into promoter, promoter-like (H3K4me3), distal enhancer, proximal enhancer, and CTCF binding sites. AME, adverse maternal environment; Con, control; DMR, differentially methylated region; ENCODE, Encyclopedia of DNA Elements.

**Figure 2:**
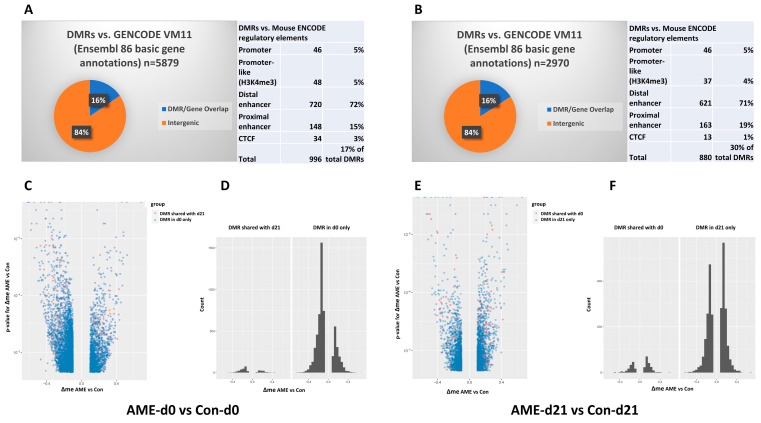
Effect of AME on DMRs in the livers of offspring (**A**,**C**,**D**) at d0 between AME-d0 and Con-d0 and (**B**,**E**,**F**) at d21 between AME-d21 and Con-d21. (**A**,**B**) The pie graphs show the percentage of DMRs overlapping genes in the intergenic regions by analyzing the DMRs against mouse gene annotations [GENCODE Version M11 (Ensembl 86)]. The tables show the number and percentage of DMRs overlapped with mouse ENCODE cis-regulatory elements, which are categorized into promoter, promoter-like (H3K4me3), distal enhancer, proximal enhancer, and CTCF binding sites. (**C**,**E**) Volcano plots depicting the p-value for Δme (the difference in average methylation between groups) for each DMR between AME and the control group. Hypo- and hyper-methylation refer to the loss and gain of DNA methylation in the AME group as compared to the age-matched control group. Each pink dot represents a DMR shared by both ages [shared between (AME-d0 vs. Con-d0) and (AME-d21 vs. Con-d21)] and each blue dot represents the unshared DMRs between ages. (**D**,**F**) Count the number of DMRs. AME, adverse maternal environment; Con, control; DMR, differentially methylated region; ENCODE, Encyclopedia of DNA Elements.

**Figure 3:**
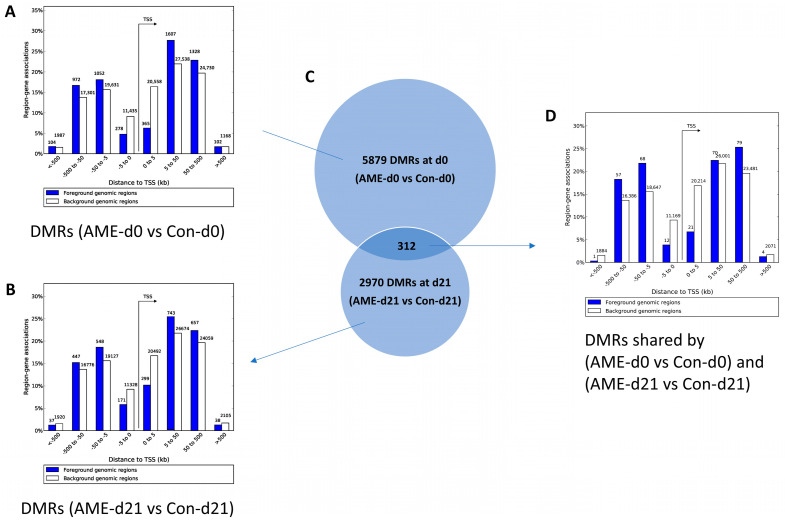
Effect of AME on the distribution of DMRs relative to the nearest TSSs. AME-resulted DMRs in the offspring livers at day 0 of life (**A**) and d21 (**B**) are binned by orientation and distance to the single nearest gene TSS within 1 Mb into 0–5 kb, 5–50 kb, 50–500 kb, and >500 kb at both upstream and downstream of the TSSs using the GREAT tool. (**C**) Venn diagram showing the number of AME-induced DMRs at day 0 of life (AME-d0 vs. Con-d0), at day 21 of life (AME-d21 vs. Con-d21), and those shared by both ages. (**D**) Distances to the nearest TSSs of AME-induced DMRs shared by d0 and d21. AME, adverse maternal environment; Con, control; DMR, differentially methylated region; TSS, transcription start site.

**Figure 4:**
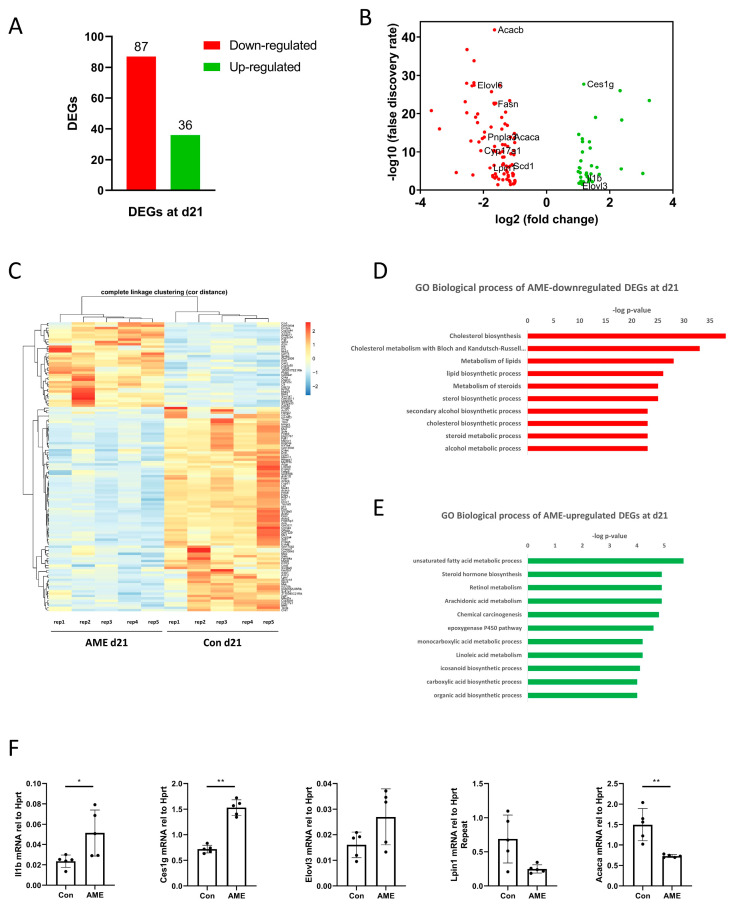
Effect of AME on the hepatic transcriptome measured by RNA-seq in offspring at d21**.** (**A**) The number of DEGs down-regulated (red) and up-regulated (green) by AME compared to the controls in offspring at d21 (n = 5). (**B**) Volcano plot depicting AME-induced hepatic DEGs in offspring at d21 compared to controls measured by RNA-seq [absolute log2 (fold change) > 1, false discovery rate < 0.05]. The downregulated DEGs are in red, and the upregulated DEGs are in green. The names of key genes are annotated. (**C**) Heatmap showing the expression levels of AME-induced DEGs with hierarchical clustering (Pearson correlation distance metric with complete linkage clustering), with each column representing one biological repeat (rep) (n = 5) in d21 offspring. (**D**) The top significantly enriched GO biological processes in AME-downregulated DEGs and (**E**) in AME-upregulated DEGs. (**F**) Real-time RT-PCR quantification of the genes involved in the significantly enriched GO biological processes. * *p*-value < 0.05; ** *p*-value < 0.01. AME, adverse maternal environment; Con, control; DEG, differentially expressed gene; GO, Gene Ontology; rep, repeat.

## Data Availability

Data that support the findings of this study have been deposited in GEO.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15092167/s1, Table S1: Primers/probe information for real-time RT-PCR; Figure S1: Effect of AME on bodyweight and hepatic TG contents in offspring; Figure S2: PCA plots for DNA methylation of CpG sites and gene expression; Figure S3: Disease heatmap based on genes linked to distal elements overlapped with AME-resulted DMRs, which were analyzed against the publicly available Promoter Capture Hi-C dataset [41,44,45]; Supplementary Excel File S1: DisGeNet-Fatty Liver Disease; Supplementary Excel File S2: QC_GO_AllLists.

# Supplementary material for: Adverse Maternal Environments Perturb Hepatic DNA Methylome and Transcriptome Prior to the Adult-Onset Non-Alcoholic Fatty Liver Disease in Mouse Offspring
**Source:** Nutrients. 2023 Apr 30;15(9):2167. doi: 10.3390/nu15092167
**Supplement:** Supplementary file 1

**Supplementary Table S1** Primers/probe information for real-time RT-PCR

| Genes         | Primers/probe catalog number    | Reference sequence |
|---------------|---------------------------------|--------------------|
| <i>Il1b</i>   | Mm.PT.58.41616450 <sup>1</sup>  | NM_008361.1        |
| <i>Ces1g</i>  | Mm.PT.58.10501081 <sup>1</sup>  | NM_021456.1        |
| <i>Lpin1</i>  | Mm.PT.58.6349353 <sup>1</sup>   | NM_001130412.3     |
| <i>Elovl3</i> | Mm.PT.58.5393956 <sup>1</sup>   | NM_007703.1        |
| <i>Acaca</i>  | Mm01304257_m1 <sup>2</sup>      | NM_133360.2        |
| <i>Hprt</i>   | Mm.PT.39a.22214828 <sup>1</sup> | NM_013556.2        |

<sup>1</sup>Integrated DNA Technologies; <sup>2</sup>ThermoFisher Scientific.

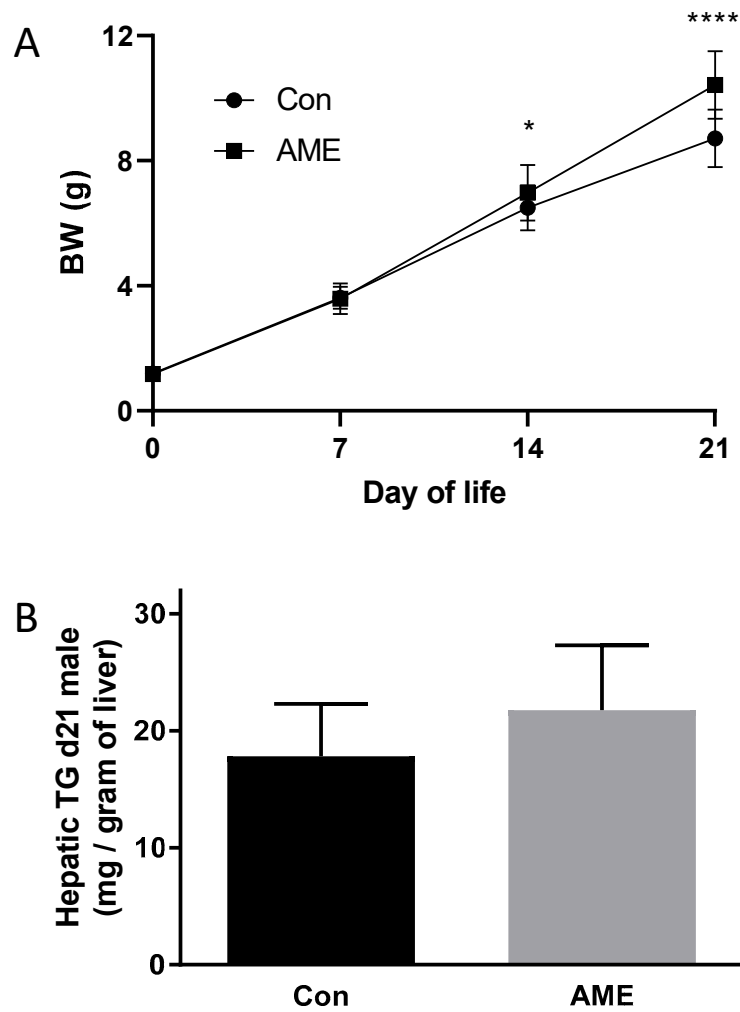

**Supplementary Figure S1. Effect of AME on bodyweight (A) and hepatic TG contents (B) in offspring.** (A) the changes of bodyweight over time from d0 to d21 in male mouse offspring. (B) The hepatic TG contents at d21 in male mouse livers. Values are means  $\pm$  SDs. \*  $p < 0.05$ ; \*\*\*\*  $p < 0.0001$ . AME, adverse maternal environment; BW, bodyweight; Con, control; TG, triglyceride.

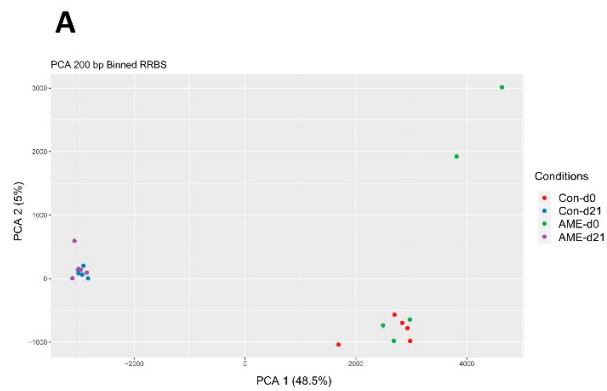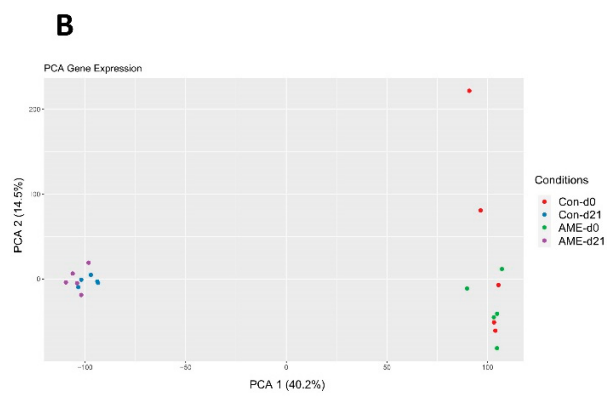

**Supplementary Figure S2. PCA plots for DNA methylation of CpG sites (A) and gene expression (B).** AME, Adverse maternal environment; Con, control; PCA, Principal component analysis.

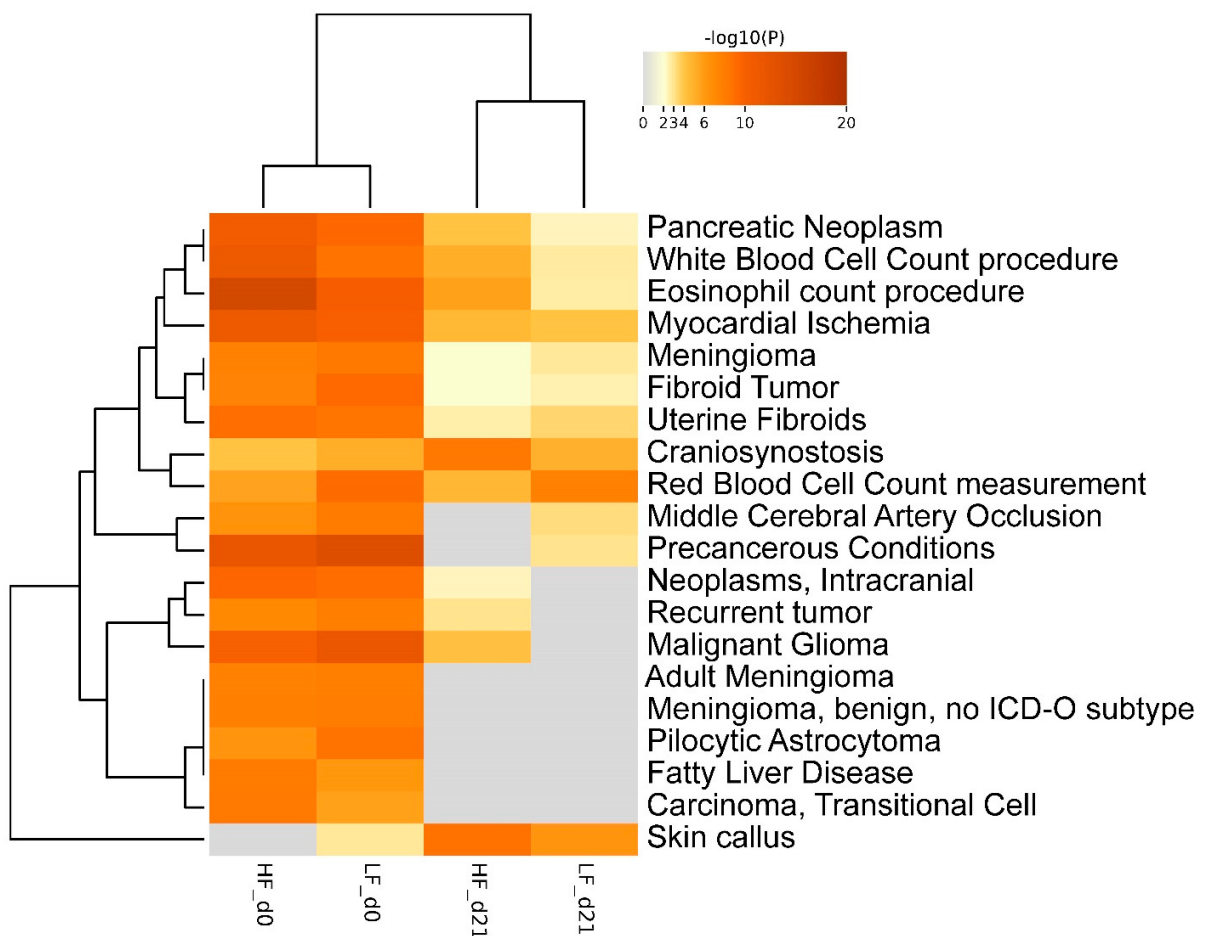

**Supplementary Figure S3. Disease heatmap based on genes linked to distal elements overlapped with AME-resulted DMRs, which were analyzed against publicly available Promoter Capture Hi-C dataset.** d0 and d21 AME-resulted DMR coordinates were converted to mm9 using CrossMap [1], which were then intersected against the provided end coordinates of HF (n= 151203) and LF (n= 149798) cis Promoter Capture Hi-C interactions from the publicly available study GSE124463 [2]. We extracted the genes for the RefSeq gene TSS provided by the study for both end1 and end2 of each overlapped interaction. DisGeNET enrichment analysis [3] was used on each list of genes to identify overrepresented UMLS diseases. HF, high lipid diet; LF, high carbohydrate diet; UMLS, unified medical language system.

## Reference

1. Zhao H, Sun Z, Wang J, Huang H, Kocher JP and Wang L (2014) CrossMap: a versatile tool for coordinate conversion between genome assemblies. *Bioinformatics* 30:1006-7. doi: 10.1093/bioinformatics/btt730
2. Qin Y, Grimm SA, Roberts JD, Chrysovergis K and Wade PA (2020) Alterations in promoter interaction landscape and transcriptional network underlying metabolic adaptation to diet. *Nat Commun* 11:962. doi: 10.1038/s41467-020-14796-x
3. Pinero J, Ramirez-Anguita JM, Sauch-Pitarch J, Ronzano F, Centeno E, Sanz F and Furlong LI (2020) The DisGeNET knowledge platform for disease genomics: 2019 update. *Nucleic Acids Res* 48:D845-D855. doi: 10.1093/nar/gkz1021

How the deposited data were processed for this re-analysis (not part of the article)

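Genome-wide methylation was measured by RRBS in the livers of 20 mice labelled male, 5 per group, in Con-d0, AME-d0, Con-d21 and AME-d21. Groups and replicate numbers were taken from the sample labels and the paper's methods. The RNA-seq libraries, the ENCODE elements, the Gene Ontology analysis and the Hi-C data of the paper were not analysed here.

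For each library the authors deposited a list of CpGs with the count of methylated reads, the count of unmethylated reads, their sum and the percent methylation. The counts deposited by the authors are not normalized, and the deposited percent is 100 times the methylated count over the sum. Each CpG has 1 entry, given on the plus strand, and entries start at 1 read, so no coverage minimum had been applied. The submitters' processing notes name FastQC, Trim Galore, Bismark, BWA and the genome build mm10, without versions. Whether reads were deduplicated and how the strands were merged is not given in the sources used here. The paper's methods give a p of 0.001 and a difference of 10% for a differentially methylated cytosine. The paper's text does not say whether this p was adjusted, and does not name the test per CpG. It was taken here as unadjusted.

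Positions were checked against GRCm38, the assembly of mm10, and positions that are not a CG there were left out, as were the mitochondrial genome and unplaced sequences, except for the share of mitochondrial reads. Genes, exons and TSSs came from GENCODE M21, where the paper used M11 of the same assembly. CpG islands were found in the reference sequence as windows of 500 bp with at least 55% G and C and an observed over expected CpG ratio of at least 0.65, and shores as the 2 kb on either side. Distances are to the single nearest TSS of any annotated gene.

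Each CpG with at least 10 reads in all 10 libraries of a comparison was tested with a quasi-binomial logistic model with an F test, its overdispersion floored at 1, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. Promoters and 200-bp bins were tested with limma 3.58.1 in R 4.3.3 on log2((methylated + 1)/(unmethylated + 1)), with Benjamini-Hochberg adjustment. The 27 gene lists hold 644 genes of liver metabolism, liver development, cell types of the perinatal liver, imprinting, germline, neuronal development and housekeeping, together with the genes the paper names and its fatty liver genes from Supplementary Excel File S1. They were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Mean methylation was compared with exact permutation tests, which for 5 libraries against 5 cannot give a p below 0.00794. Listed genes near called CpGs were compared with 10000 random gene sets that had as many tested CpGs. Figures were drawn with matplotlib 3.10.9.

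The tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined, except where the text says otherwise. The figures and supplementary lists of the paper had been seen by then. For the AME comparisons the rule names 200-bp bins that hold at least 2 DMCs of the same direction with every AME library on the same side of every Con library, up to 10 in each direction (none met it), the promoters of the genes that the paper names in its text, Figure 4B or 4F or Table S1, and from each list up to 4 promoters that pass the adjusted p, or else the 2 with the largest difference, given as values. For the age comparisons it names 5 bins in each direction and the list members. The text gives a part of the items that the rule names, and of the 20 bins of the age comparisons it gives 7. Promoters of Lpin1, Il1b, Ces1g, Cyp17a1, Scd1 and Hprt had fewer than 3 CpGs with 10 reads and were not tested, and that of Elovl3 was tested at d21 only.

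Alternatives were other coverage minimums, other tests per CpG (a logistic likelihood-ratio test without overdispersion, limma without and with the replicate number as a block), other thresholds, bins and merged regions in place of CpGs, libraries thinned to the smallest total, other backgrounds and windows, and each library left out in turn. The samples of each comparison were also regrouped at random into 100 groupings of the same sizes, the real one included. The tests were tested on simulated data: with counts drawn for 50000 CpGs of the depth and spread of the d0 comparison, the quasi-binomial test called 0 of 49400 unchanged CpGs, limma 28 and the likelihood-ratio test 73. The quasi-binomial test is conservative on these counts, so that CpGs it does not call can still differ. At the rates of the other tests the 737410 CpGs tested at d0 would give 1090 calls by the likelihood-ratio test and 418 by limma with no difference between groups. For d21 the numbers were 0, 19 and 45 of 49400, or 598 calls by the likelihood-ratio test and 253 by limma over 656708 CpGs. The promoter test recovered 21.5% of differences of 10 points at d0 and 29.5% at d21 in simulated data, where 200 promoters were changed at each of 10, 20 and 40 points together. Libraries of a group were compared in pairs to look for repeated libraries, and the counts of every pair differed by more than the sampling noise (chi-square per CpG 1.15 to 1.47).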

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

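The 3 patterns weighed here were found in these data and then tested on them. For every test but those named next, the values that would count for and against the explanation were written down before its result was seen. The verdict on coverage of other CpGs, the gene lists by fry in either direction, the counts without AME-d0 replicates 1 and 3 together, and the counts and shares by the likelihood-ratio test or limma without AME-d21 replicate 4 were chosen after the results were seen. Over 9 measures and 36 groups of 5 libraries, 7 groups held a library past Dixon's 95% ratio of 0.71, where chance gives about 1 in 20 groups, or 1.8.

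AME-d0 replicates 1 and 3 had the lowest mean methylation of the d0 libraries, 31.9% and 33.0%. These are means over the same CpGs in every library, where they differed from the other AME-d0 libraries by -1.61 points (SD of the others 0.286), so that coverage of other CpGs is excluded, although the gap did not reach the 2 points set for this beforehand. A loss alike for all methylated CpGs, as incomplete recovery of methylated cytosines could give, is argued against: CpGs of at least 90% methylation lost 2.57% of it and CpGs of 20 to 80% lost 7.32%, a ratio of 0.351. More immature or blood cells are argued against as the whole source, because CpGs that gain methylation with age differed from controls by -4.99 points and matched stable CpGs by -3.75 points, a ratio of 1.33. A response of some AME litters and other differences between animals stay open and were not tested.

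AME-d21 replicate 4, labelled male, stood apart from the other AME-d21 libraries with 1.38 X reads per 100 autosomal reads (others 0.796 to 0.844), 14.4 Y short-arm reads per 1000000 (168 to 192) and 29.9% methylation of X-linked CpG islands (13.5% to 13.8%). Male DNA with more methylation on X is argued against by X reads of 1.73 times the median of the other libraries. Female DNA alone is left open by the same 1.73, which lies under the 1.8 set for it, and by Y reads at 0.0833 of the median, above the 5% set for it. A mixture of male and female DNA met its bounds. No library was labelled female, so reads of female DNA on X and Y could not be measured for comparison. These values therefore do not favour a mixture over female DNA alone. A candidate explanation is a sample with female DNA in it, alone or mixed. The design holds male offspring only, so no biological explanation was tested.

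Few CpGs called between AME and control livers lay near TSSs. CpGs near TSSs have low and even methylation, where a difference of 10 points is seldom reached. At d0, 25.5% of the CpGs called by the likelihood-ratio test lay within 5 kb, against 25.9% ± 1.13 (SD over random draws) of uncalled CpGs of the same methylation and depth, a ratio of 0.982. At d21 the values were 37.6% and 33.6% ± 1.56, a ratio of 1.12, and without AME-d21 replicate 4 they were 32.0% and 29.9% ± 1.63, a ratio of 1.07. The shares near TSSs may thus follow from the methylation and depth of the CpGs that can be called, and a depletion by AME itself is not shown by them.

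Mean methylation of Con-d0 replicate 5 was 35.3%, against 33.8% to 34.0% in the other Con-d0 libraries. Its score on the first principal component was -1743, against -2922 to -2701. Mean methylation of AME-d21 replicate 3 was 38.5%, against 38.2% in each of the other AME-d21 libraries. In AME-d0 replicate 4 the mitochondrial genome took 0.189% of the reads, against 0.0884% to 0.102% in the other AME-d0 libraries.

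The samples of each comparison were regrouped at random into 100 groupings of the same sizes, the real one among them. For the age comparisons chance can be excluded: the 28494 DMCs in controls were reached by 1 grouping, the real one (highest of the others 171), as were the 26358 in AME offspring (1, highest other 166), the 3929 and 3546 promoters (1 each, highest other 1 and 7) and the 9 gene lists in controls (1, highest other 8). At d0 the 5 DMCs were reached by 3 groupings (highest other 11), a share under 0.05, although another grouping gave more. That share was not adjusted over the results regrouped here, and the count fell to 0 to 3 with 1 library left out. Chance is therefore not taken as excluded for these DMCs. The 1430 CpGs of the likelihood-ratio test were reached by 21 (highest other 1904) and the 571 of limma by 20 (highest other 870), so chance cannot be excluded for them. Groupings that kept AME-d0 replicates 1 and 3 together gave a median of 1376.5 CpGs by the likelihood-ratio test (806 to 1904, 44 groupings), and those that parted them 900 (720 to 1163, 55 groupings), which points to a structure of the samples. At d21 the 2 DMCs were reached by 10 groupings (highest other 3) and the 312 CpGs of limma by 44 (highest other 355), so chance cannot be excluded. The 787 CpGs of the likelihood-ratio test were reached by 3 (highest other 790), a share under 0.05. It was not adjusted over the regrouped results either, so chance is not taken as excluded for these 787 CpGs. The median of the other groupings was 714, and without AME-d21 replicate 4, whose X and Y reads stand apart, the count was 716.

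For the direction of the DMCs and their place by the quasi-binomial test, regrouping says nothing, because the other groupings called a median of 1 CpG at d0 and 0 at d21, and the share of a single call is 0% or 100%. A share of 100% in the commoner direction was reached by 51 groupings at d0 and by 42 at d21 (highest other 100% at both ages), and a share within 5 kb of a TSS as low as the real 20% at d0 by 37 and as low as the real 50% at d21 by 29 (lowest other 0% at both ages). By the likelihood-ratio test chance cannot be excluded: the commoner direction held 89.1% at d0, reached by 19 groupings (highest other 94.2%), and 53.7% at d21, reached by 52 (highest other 64.4%). Its shares near TSSs were matched or undercut by 58 groupings at d0 (lowest other 21.4%) and 81 at d21 (lowest other 29.6%). The 592 CpGs of the interaction of AME with age were reached by 54 groupings (highest other 1362). The 4 shared by the likelihood-ratio test between ages were reached by 37 (highest other 16). Chance cannot be excluded for these counts either. Every grouping reaches a count of 0, so regrouping says nothing on the 0 DMCs shared between ages (100 of 100, highest other 0), the 0 promoters at d0 and d21 (highest other 1 and 2), the 0 gene lists (highest other 1 at both ages) or the 0 lists by fry in either direction at d21 (100 of 100, highest other 3). The 1 list by fry in either direction at d0 was reached by 21 groupings (highest other 3), so chance cannot be excluded for it.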

How the results depend on the processing

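The alternatives without AME-d0 replicates 1 and 3 or AME-d21 replicate 4 combined with another test, the one with CpGs of 1 read in at least 3 libraries of each group, the likelihood-ratio test and limma for listed genes, fry in either direction, and the omission of libraries for named promoters, bins and CpGs were chosen after the data were seen. Of 468 values of 22 results under alternatives, 344 kept their direction and stayed within 1.5 times or on their side of the threshold, 90 moved, 23 went past the threshold and 11 reversed. Where no other reason is given, the cause was not tested. The median CpG had 7 to 13 reads. On counts simulated for 50000 CpGs at the depth of the d0 comparison, the likelihood-ratio test recovered 65% of changes of 20 points and the quasi-binomial test 10.5%, so that the test limits the calls, and what depth adds was not separated from it.

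With the likelihood-ratio test the DMC count, the percent hypomethylated and the percent within 5 kb of a TSS were 1430, 89.1% and 25.5% at d0, 787, 46.3% (reversed) and 37.6% at d21, with 105414 and 99569 DMCs between ages in controls and AME offspring and 4 shared DMCs. With limma they were 571, 84.9% and 24.2% at d0, 312 and 24.7% (count and TSS share) at d21, 73017, 67523 and 3. CpGs of at least 1 read in at least 3 libraries of each group, with the likelihood-ratio test, gave 2847, 83.2% and 25.9%, then 2070, 45.9% (reversed) and 36.9%, with 142915, 154000 and 5. Without AME-d0 replicates 1 and 3 the counts were 0 at d0 and 10124 between AME ages; with the likelihood-ratio test 1107, 65.0% and 26.8%, 77430 and 4 shared, and with limma 558, 25.8% near TSSs, 43434 and 2 shared. Without AME-d21 replicate 4 the likelihood-ratio test gave 716 DMCs, 32.0% near TSSs, 95864 between AME ages and 3 shared, and limma 384, 26.6%, 63499 and 5.

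A minimum of 20 reads gave 3 and 0 DMCs at d0 and d21 and 18690 and 14337 between ages, with fewer CpGs tested. An adjusted p under 0.05 in place of an unadjusted p under 0.001 gave 0, 0, 52138 and 54333, thinned libraries 0, 0, 14984 and 16067, and merged regions 13705 and 12891 between ages. No minimum difference gave 49 DMCs at d0, 100% hypomethylated and 77.6% near TSSs (reversed). The 38 near TSSs all lay in a single stretch of repeated ribosomal RNA sequence on chromosome 17 (39843013 to 39848827). The reversal thus rests on that stretch. A minimum of 20 points gave 0% near TSSs at d0, and 1 DMC and 100% near TSSs (reversed) at d21. Bins of 200 bp gave 2 at d0 and 4 at d21, 25% hypomethylated (reversed) and 50% near TSSs (reversed) at d21. Near TSSs the share at d0 was 0% with the difference from pooled reads, with the CpGs of highest depth removed and with protein-coding genes only, and at d21 50% against a random 2% of CpGs (reversed against that background). Mean methylation at d21 differed by -0.255 points from pooled reads (reversed). The interaction count was 0 after adjustment and 170 in 200-bp bins. Listed genes with a DMC within 25 kb numbered 30 at d0 and 21 at d21 by the likelihood-ratio test and 14 and 4 by limma. Promoters of 5 kb gave 9441 and 8671 between ages in controls and AME offspring. A minimum of 5 reads gave 2 lists at d0, fatty acid oxidation and haematopoietic genes, and in controls between ages an estimated correlation gave 5 lists and fry 15. Fry in either direction gave 1 list at d0, liver transcription factors, and 25 in controls between ages.

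Leaving out 1 library gave 0 to 3 DMCs at d0, 0 to 2 at d21, 18545 to 21060 between control ages and 16872 to 19035 between AME ages, with 100% hypomethylated at d0 and d21, 0% to 100% near TSSs at d0 (100%, reversed, without AME-d0 replicate 3) and 50% at d21. Differences of mean methylation were -0.997 to -0.420 points at d0 and -0.0322 to 0.0569 at d21 (reversed without Con-d21 replicate 1, -0.0203, and AME-d21 replicate 3, -0.0322), the interaction counts 502 to 725, and promoters between ages 3422 to 3693 and 3052 to 3485. All 20 named bins kept their call in 200 of 200 fits. The 7 named CpGs lost their call in 61 of 84 fits, which include settings other than the omission of 1 library. Of 36 named promoters, 4 (Cpt1a, Fads1, Fkbp5 and Hnf4a) lost their call, in 9 of 360 fits.

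The replicate numbers did not pair the samples: correlations of same-numbered libraries ran from -0.0107 to 0.0587, and not every library correlated best with its own number. With the replicate number as a block limma gave 522 DMCs, 85.1% hypomethylated and 24.1% near TSSs at d0, 284, 60.2% and 27.1% at d21, 72929 and 63503 between ages, and 1 shared. Strands could not be kept apart, since each CpG has 1 entry on the plus strand. Shares of DMCs have no value where 0 were called.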

Differences from the paper's values

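The paper gives a p of 0.001 and a difference of 10% for its differentially methylated cytosines, and does not say whether the p was adjusted. These values, with the p unadjusted, were used for the counts here, which are of single CpGs. The paper reports 49143 DMRs between Con-d21 and Con-d0, where 28494 DMCs were called here. Limma without a block (73017), limma with the replicate block (72929) and an adjusted p under 0.05 in place of the unadjusted p under 0.001 (52138) lay within 1.5 times of the paper's number, while the likelihood-ratio test (105414) and the other alternatives set before the data were examined did not. For AME-d21 against AME-d0 the paper reports 56796 and 26358 were called here, with limma (67523), limma with the block (63503) and the same adjusted p under 0.05 (54333) within 1.5 times and the other alternatives set beforehand not. Of the settings chosen after the values were seen, limma without AME-d21 replicate 4 (63499), and the likelihood-ratio test (77430) and limma (43434) without AME-d0 replicates 1 and 3, were also within 1.5 times; how many of the paper's regions they drop is not known, since the paper's list of regions was not used here.

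Between AME-d0 and Con-d0 the paper reports 5879 DMRs and 5 DMCs were called here. None of the alternatives set before the data were examined came within 1.5 times, the highest being the likelihood-ratio test with 1430. Between AME-d21 and Con-d21 the paper reports 2970, and 2 were called here, with 787 the highest of these alternatives, none of which came within 1.5 times. The likelihood-ratio test on CpGs with at least 1 read in at least 3 libraries of each group, chosen after the values were seen, gave 2847 at d0 and 2070 at d21, the latter within 1.5 times of the paper's number. How many of the paper's regions this setting drops is not known for the same reason.

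Of the d21 DMRs the paper reports 48% as hypomethylated, where both DMCs called here were (100%). The likelihood-ratio test (46.3%), limma (55.1%) and limma with the block (60.2%) were within 1.5 times, and the other alternatives set beforehand that gave a value were not. Of the settings chosen after the values were seen, the likelihood-ratio test (50.6%) and limma (50.5%) without AME-d21 replicate 4 and the likelihood-ratio test on CpGs of 1 read (45.9%) were within 1.5 times.

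Within 5 kb of a TSS the paper reports 11% of DMRs at d0 and 16% at d21, where 20% (1 of 5 DMCs) and 50% (1 of 2) were found here. Distances here are to the nearest TSS of any of 55413 annotated genes, of which 21938 code for proteins. The paper took its distances from the GREAT tool, whose gene set was not used here. No alternative set beforehand was within 1.5 times of the paper's at either age, with limma at 24.2% and 24.7%. For background CpGs the paper reports 26%, where 58.0% at d0 and 56.5% at d21 were found here. A random 2% of measured CpGs gave 39.9%, still more than 1.5 times the paper's, and 200-bp bins at d21 gave 38.3%, within 1.5 times. No other alternative set beforehand was within 1.5 times.

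The paper reports 312 DMRs shared by both ages and 63 genes within 10 kb of them. Here 0 DMCs were shared and 0 genes lay within 10 kb. Under the alternatives set beforehand the highest number shared was 4, by the likelihood-ratio test, with 2 genes, and none was within 1.5 times.

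The paper states that DMRs at d0 did not lie near TSSs. Here 1 of the 5 DMCs at d0 lay within 5 kb and 0 within 1 kb, and by the likelihood-ratio test 8.39% lay within 1 kb. The first and second principal components are at about 48% and about 5.0% in Figure S2A, read by eye, and were at 53.8% and 4.50% here.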

Other observations

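Adjusted p-values of promoters are from limma and those of lists from camera, and only the rDNA and mitochondrial comparisons at the end were chosen after their values were seen. Beyond metabolism and the cell types that passed, single promoters changed in control livers from d0 to d21 in lists that did not pass as a whole. Over all genes 3929 of 17100 promoters changed, so these single promoters do not show a change of their lists. The promoter of Abcg8, a sterol transporter of hepatocytes (chromosome 17, 84675302 to 84677302), rose from 5.54% ± 1.97 to 56.3% ± 6.95 (SD, n = 5 each, limma adjusted p = 3.37e-06), and that of Apoc2, an activator of lipoprotein lipase, fell from 54.3% ± 8.31 to 24.2% ± 5.6 (limma adjusted p = 0.000713). The B cell receptor gene Cd79b (chromosome 11, 106313762 to 106315762) rose from 20.0% ± 3.07 to 73.6% ± 5.30 (limma adjusted p = 3.37e-06), and the stellate cell gene Pdgfrb from 6.49% ± 1.8 to 30.9% ± 6.06 (limma adjusted p = 3.69e-05). Igf2bp1, an RNA-binding protein gene of fetal tissues, rose from 0.175% ± 0.0548 to 1.63% ± 0.127 (limma adjusted p = 4.39e-06), and Gnmt, a glycine methyltransferase gene of adult liver, fell from 24.8% ± 2.54 to 10.8% ± 1.29 (limma adjusted p = 0.000507). The imprinted genes Nap1l5 (38.4% ± 2.67 to 59.4% ± 5.36) and Plagl1 (16.7% ± 5.98 to 6.29% ± 2.18) went opposite ways. The glucocorticoid receptor co-chaperone gene Fkbp5 rose from 5.26% ± 2.02 to 11.6% ± 3.17 (limma adjusted p = 0.0203), and lost its call without Con-d21 replicate 4 (limma adjusted p = 0.0529, 0.0179 to 0.0363 without each of the others).

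The 18 lists that did not pass in controls are given with the promoters that rose and fell, over all genes, and with the count adjusted over the list alone where it differs. Of 12 fetal liver genes 3 rose and 0 fell (4 rose adjusted over the list alone, camera adjusted p = 0.0942). Of 37 fatty liver genes of the paper's high-lipid Hi-C set 4 rose and 3 fell (0.0942), and of 34 of its high-carbohydrate set 4 and 2 (0.200). Of 17 genes of cholesterol synthesis 0 rose and 1 fell (0 fell adjusted over the list alone, 0.200), of 14 of lipid droplets and lipoproteins 3 and 2 (0.217), of 4 of B cells 2 and 0 (0.217), of 9 of cholangiocytes 1 and 2 (0.307), of 11 of stellate cells 4 and 1 (0.307), and of 15 germline genes 5 and 1 (0.327). Of 15 genes of the DNA methylation machinery 1 rose and 1 fell (0.362), of 29 imprinted genes 2 and 2 (1 and 1 adjusted over the list alone, 0.387), of 6 genes the paper names as DEGs 0 and 0 (0.387), of 19 housekeeping genes 1 and 1 (0.542), and of 23 neuronal genes 6 and 0 (0.552). Of 12 glucocorticoid and stress genes 2 rose and 0 fell (0.667), of 13 of inflammation and fibrosis 3 and 1 (4 and 1 adjusted over the list alone, 0.953), of 11 of cytochrome P450 and related metabolism 3 and 0 (0.953), and of 4 of Kupffer cells and macrophages 2 and 0 (0.953). The camera test pointed down where the median log2 change was above 0 for the high-lipid list (median 0.11, mean -0.01), cholesterol synthesis (0.16 and -0.004), the high-carbohydrate list (0.13 and 0.07), the methylation machinery (0.11 and 0.19), imprinted genes (0.10 and 0.14), housekeeping genes (0.28 and 0.23), cholangiocytes (0.01 and 0.01), P450 genes (0.13 and 0.43) and the named DEGs (0.07 and 0.05), and for lipid droplets the median was -0.25 and the mean 0.13.

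In AME offspring 9 of the 26 lists tested passed from d0 to d21. Hepatocyte markers fell (5 of 9, camera adjusted p = 2.23e-06, adjusted p = 0.0281 with an estimated correlation) and haematopoietic progenitor and myeloid genes rose (9 of 15, 12 adjusted over the list alone, 5.02e-06 and 0.0164). The other 7 lost their call with an estimated correlation. Fatty acid oxidation fell (3 of 19, adjusted p = 0.000548, and 0.0694 with an estimated correlation), glucose metabolism had 1 rise and 2 falls of 19 (0.00731 and 0.0993), fatty acid and triglyceride synthesis 2 falls of 19 (0 adjusted over the list alone, 0.0122 and 0.239), liver transcription factors 1 rise and 2 falls of 15 (0.0122 and 0.0993), bile acids 1 fall of 4 (0.0275 and 0.117), endothelial genes 4 rises of 8 (0.0469 and 0.117) and cholesterol synthesis 1 fall of 17 (0.0483 and 0.117). AME-d0 replicates 1 and 3, with the lowest methylation of the d0 libraries, are among the AME-d0 libraries of these tests. Whether the lists differ between AME and controls in their change with age was not tested.

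The mitochondrial share of reads rose from 0.111% ± 0.0207 at d0 to 0.699% ± 0.0618 at d21 in controls (SD, n = 5 each, 6.27-fold, exact two-sided permutation p = 0.00794, adjusted p = 0.0317 over 16 tests) and from 0.114% ± 0.0424 to 0.683% ± 0.166 in AME offspring (5.99-fold, same p), higher in 5 of 5 d21 libraries than in any d0 library of the group. The share in these libraries is of RRBS reads and does not give a copy number.

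Of the 49 CpGs at d0 with a p under 0.001 and no minimum difference, 38 lay in a single stretch of chromosome 17 (39843013 to 39848827) that holds Gm26917, Gm42418, AY036118 and CT010467.1 and a copy of ribosomal RNA sequence. It was chosen after its values were seen. Its 490 CpGs with at least 10 reads averaged 12.5% ± 0.940 in AME-d0 (11.3% to 13.9%) and 17.8% ± 2.45 in Con-d0 (15.4% to 21.4%; SD, n = 5 each). The stretch was picked for this difference and its CpGs lie in a repeated sequence and are not independent of each other, so no test of the d0 difference is given. At d21 the stretch was at 16.4% ± 2.99 in AME-d21 and 18.7% ± 2.94 in Con-d21 (exact two-sided permutation p = 0.270). The AME effects at d0 and d21 differed by -3.04 points (exact permutation p = 0.294), in a comparison that the choice at d0 favours. Its share of reads was 2.45% in AME-d0 and 2.50% in Con-d0 (exact permutation p = 0.659). Reads of this repeated sequence come from many copies in the genome.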
